# The homeoprotein Dlx5 drives murine T-cell lymphomagenesis by directly transactivating Notch and upregulating Akt signaling

**DOI:** 10.18632/oncotarget.14784

**Published:** 2017-01-21

**Authors:** Yinfei Tan, Eleonora Sementino, Jinfei Xu, Jianming Pei, Zemin Liu, Timothy K Ito, Kathy Q Cai, Suraj Peri, Andres J.P. Klein-Szanto, David L Wiest, Joseph R Testa

**Keywords:** T cell lymphoma, Notch, Akt, Dlx5, homeobox

## Abstract

Homeobox genes play a critical role in embryonic development, but they have also been implicated in cancer through mechanisms that are largely unknown. While not expressed during normal T-cell development, homeobox transcription factor genes can be reactivated via recurrent chromosomal rearrangements in human T-cell acute leukemia/lymphoma (T-ALL), a malignancy often associated with activated Notch and Akt signaling. To address how epigenetic reprogramming via an activated homeobox gene might contribute to T-lymphomagenesis, we investigated a transgenic mouse model with thymocyte-specific overexpression of the *Dlx5* homeobox gene. We demonstrate for the first time that *Dlx5* induces T-cell lymphomas with high penetrance. Integrated ChIP-seq and mRNA microarray analyses identified *Notch1/3* and *Irs2* as direct transcriptional targets of Dlx5, a gene signature unique to lymphomas from *Lck-Dlx5* mice as compared to T-cell lymphomas from *Lck-MyrAkt2* mice, which were previously reported by our group. Moreover, promoter/enhancer studies confirmed that Dlx5 directly transactivates Notch expression. *Notch1/3* expression and Irs2-induced Akt signaling were upregulated throughout early stages of T-cell development, which promoted cell survival during β-selection of T lymphocytes. Dlx5 was required for tumor maintenance via its activation of Notch and Akt, as tumor cells were highly sensitive to Notch and Akt inhibitors. Together, these findings provide unbiased genetic and mechanistic evidence that *Dlx5* acts as an oncogene when aberrantly expressed in T cells, and that it is a novel discovery that Notch is a direct target of Dlx5. These experimental findings provide mechanistic insights about how reactivation of the *Dlx5* gene can drive T-ALL by aberrant epigenetic reprogramming of the T-cell genome.

## INTRODUCTION

Aberrant expression of multiple NK-like (NKL) homeobox transcription factor genes is especially common in human T-cell acute leukemia/lymphoma (T-ALL), a malignancy often associated with activated Notch and Akt signaling [1]. While not expressed during normal T-cell development, NKL genes such as *TLX1* (*HOX11*), *TLX2* (*HOX11L1*), and *TLX3* (*HOX11L2*) may become transcriptionally activated in T-ALL [1]. Many of these developmentally related genes have also been implicated oncogenically, due to their reactivation via recurrent clonal chromosomal translocations and inversions. Typically, these rearrangements juxtapose T cell receptor regulatory sequences adjacent to homeobox loci such as *HOX11* [2] and *HOXA10* [3] leading to their upregulation. To date, however, little is known about oncogenic mechanisms and direct targets of these homeobox transcription factors in T-ALL.

The DLX family of homeodomain proteins also belong to the NKL superfamily. DLX homeoproteins play a role in bone formation, neurogenesis and hematopoiesis [4]. DLX5 was first identified as the mediator of bone morphogenetic protein (BMP) signaling and shown to regulate osteoblast differentiation, and *Dlx5* knockout mice exhibited defects in facial-cranial development [5]. Recently, DLX family members have been implicated in oncogenesis. For example, DLX5 is abundantly expressed in a subset of adult human T-cell lymphomas [6], and DLX5 may contribute to tumorigenesis by directly regulating *MYC* expression [7]. The role of DLX homeoproteins has also been extended to other malignancies. In lung cancer, upregulated expression of DLX5 is predictive of a poor prognosis, and knockdown of *DLX5* suppresses lung tumor cell proliferation [8]. In breast cancer, *DLX* homeoproteins have been shown to enhance metastatic potential, and DLX4 is capable of regulating epithelial-to-mesenchymal transition by augmenting TWIST levels [9]. Similarly, in glioblastoma patients, upregulation of DLX2 promotes tumor cell proliferation and is associated with reduced patient survival [10]. In ovarian cancer, DLX5 promotes cell proliferation via upregulation of AKT signaling through the direct transactivation of insulin receptor substrate 2 (*IRS2*) [11].

In mice, Dlx5 is normally expressed in adult bone marrow and fetal liver hematopoietic cells, but its expression is absent in Thy1-positive thymocytes [12]. *Lck-MyrAkt2* transgenic mice expressing a constitutively active (myristylated) form of the Akt2 kinase specifically in immature T cells develop a high incidence of thymic T-cell lymphomas. These tumors frequently harbor a somatic, clonal inversion of chromosome 6 that results in the juxtaposition of enhancer elements in the T-cell receptor (TCR) β-chain gene, *Trb*, and *Dlx5* [6]. This rearrangement in *Lck-MyrAkt2* mice results in high levels of expression of Dlx5 in a tissue where it is not normally expressed. This reactivation of Dlx5 was proposed to facilitate tumor development by interfering with T-cell differentiation and providing a second “hit” critical in the malignant transformation of thymocytes.

To address whether Dlx5 itself could represent a direct driving force in T-ALL, and how epigenetic reprogramming via a homeobox gene might contribute to T-lymphomagenesis generally, we generated a transgenic mouse model with thymocyte-specific overexpression of *Dlx5*, and we found that these *Lck*-*Dlx5* mice develop thymic lymphomas with high penetrance. The tumors that arise have constitutive activation of Akt in association with loss of Pten, and are highly sensitive to combinatory inhibition of Myc and Akt signaling [13]. We now report that Notch1/3 expression and Akt signaling are activated throughout T cell development in *Lck-Dlx5* mice, and that tumor formation is associated with further intensification of Notch and Akt signaling. While *Notch1* is regarded as the master oncogene in T-ALL [14], an *in vivo* mechanism responsible for its aberrant upregulation has not been previously reported. Using an unbiased, integrated genomic approach, we demonstrate for the first time that *Notch1*, *Notch3*, and *Irs2* are direct transcriptional targets of Dlx5 in thymic T cells. Collectively, the experimental findings presented here provide mechanistic insights about how the reactivation of *Dlx5* gene can drive T-ALL through aberrant epigenetic reprogramming.

## RESULTS

### *Lck-Dlx5* transgenic mice develop disseminated T-cell lymphomas

*Lck-Dlx5* transgenic mice were generated by injecting the *Lck-Myc-Tag-Dlx5* DNA fragment into blastocysts. Flow cytometric analysis revealed that non-malignant thymic T cells from all developmental stages expressed Myc-Tag Dlx5 protein (Figure 1A; Supplementary Figure 1A). *Lck-Dlx5* mice from each of four founders developed thymic lymphomas with high penetrance, and all tumors retained expression of Myc-tag Dlx5 (Figure 1B). Median survival of *Lck-Dlx5* mice founder line F86 was 41 weeks, F63 was 37 weeks and F84 was 32 weeks (Figure 1C, Supplementary Figure 1B). Primary tumors were diagnosed as thymic T-cell lymphomas based on H&E staining. The tumors often showed dissemination to the lung, with spreading to liver, kidney, spleen, marrow, and other organs in some animals (Figure 1D). Invasive tumor cells were mostly localized around blood vessels in lung, liver and kidney. IHC confirmed that primary and disseminated tumor cells were of T-cell origin, based on positive staining for CD3 (Supplementary Figure 1C), and that malignant cells were immature T cells, as they were CD4+CD8+ double positive (DP), similar to lymphoma cells in Lck-MyrAkt2 mice (Supplementary Figure 1D).

**Figure 1:**
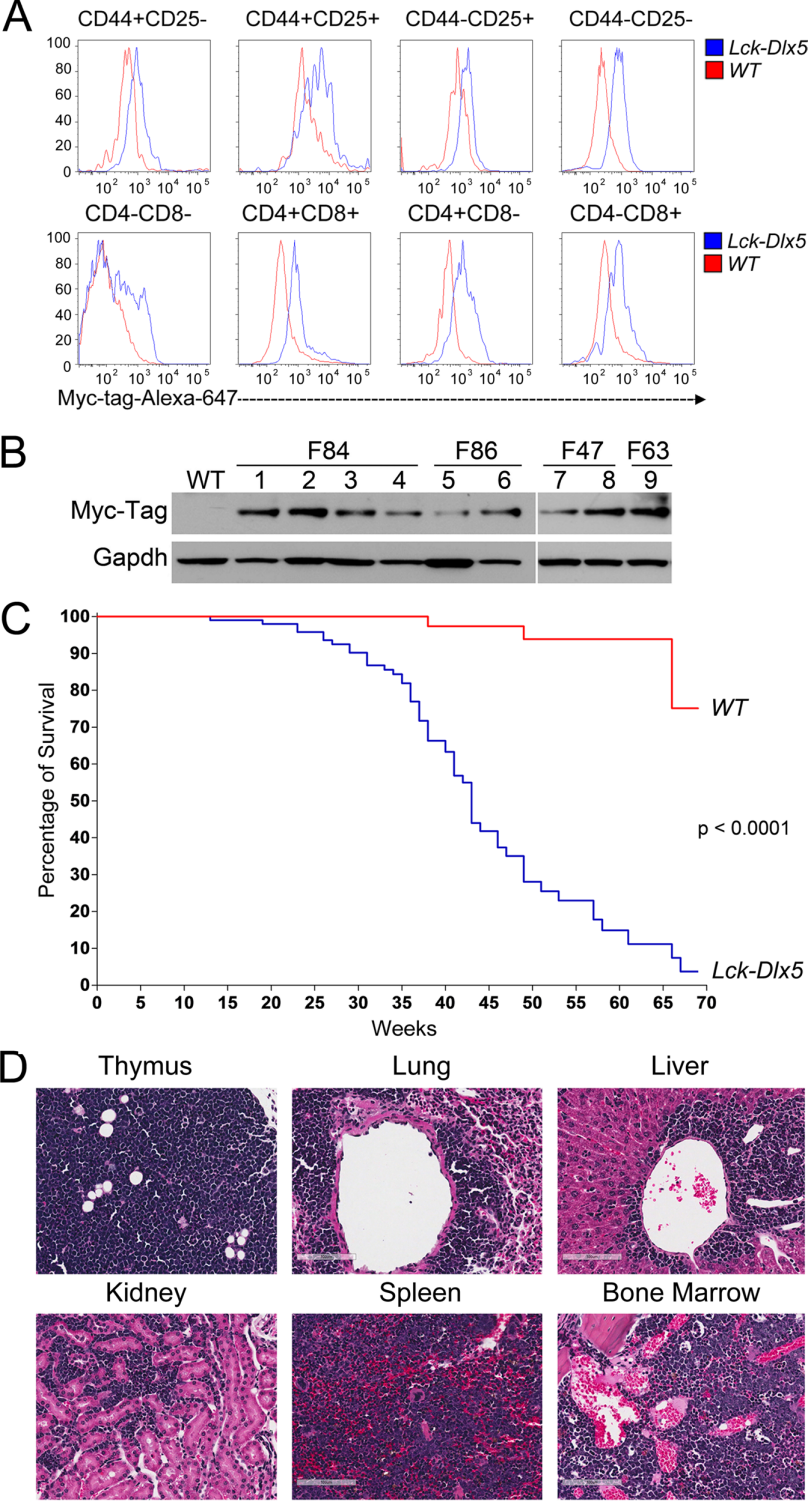
*Lck-Dlx5* mice express Dlx5 throughout T-cell development and are predisposed to disseminated T-cell lymphomas (**A**) representative flow cytometric analysis showing that Lck-driven, Myc-tag-labeled Dlx5 protein is expressed throughout thymic T-cell development. (**B**) expression of Myc-tagged Dlx5 in thymic lymphomas from four transgenic founder lines (F84, F86 [mouse# 801,793], F47 [mouse# 0, 918], F63 [mouse# 0]). (**C**) survival curve of *Lck-Dlx5* transgenic mice from founder line F86. (**D**) H&E staining showing representative T-cell lymphoma in thymus, lung, liver, kidney, spleen and marrow of *Lck-Dlx5* mice. Bars = 100 μm.

### Lymphomas in *Lck-Dlx5* mice exhibit a unique signature characterized by alterations of Notch and Akt

Karyotypic analysis revealed that trisomy 15 was the only recurring abnormality in *Lck-Dlx5* lymphomas (Supplementary Table 1; Supplementary Figure 2A). Array-CGH analysis uncovered unique rearrangements of *Tcrb* and *Tcra* loci in each *Lck-Dlx5* lymphoma examined, indicative of monoclonal proliferation of a malignant T cell in each tumor (Supplementary Figure 2B). We used Affymetrix microarrays to assess mRNA expression patterns in *Lck-Dlx5* lymphomas. These studies revealed recurrent upregulation of *Notch1, Notch3, Hes-1*, and *Ccnd1* in tumors from *Lck-Dlx5* mice, as compared to normal thymic T cells from WT mice (Figure 2A). To further discern factors potentially unique to Dlx5-driven lymphomagenesis, we compared gene expression profiles in lymphomas from *Lck-Dlx5* mice with those of *Lck-MyrAkt2* animals. This comparison revealed enhanced expression of Notch and histone cluster genes specifically in *Lck-Dlx5* lymphomas (Figure 2B). Sanger sequencing revealed that ~60% of tumors in *Lck-Dlx5* mice exhibited activating mutations in HD and PEST domains of *Notch1* (Supplementary Table 2). The commonly expressed genes in tumors from *Lck-Dlx5* mice and *Lck-MyrAkt2* mice, as well as uniquely expressed genes in those from *Lck-Dlx5* animals, were further categorized. Notably, expression of Ptk2/Fak was upregulated in both *Lck-Dlx5-* and *Lck-MyrAkt2-*derived lymphomas (Supplementary Figure 2C). In contrast, aberrant expression of Dlx1as, and Notch were a specific feature of *Lck-Dlx5* lymphomas, suggesting that a Dlx5-Notch-Myc axis plays a critical role in the pathogenesis of these tumors (Supplementary Figure 2D). Real-time RT-PCR confirmed that *Notch1*, *Notch3*, *Hes1* and *Myc* mRNA levels were upregulated in *Lck-Dlx5* lymphomas, when compared with those of WT thymic T-cells and *Lck-MyrAkt2* lymphomas (Figure 2C). Interestingly, the only *Lck-Dlx5* tumor (1/11) without overexpression of Notch1 and Notch3 instead showed upregulation of Notch2, further suggesting an essential role for aberrant Notch signaling in Dlx5-driven T-cell lymphomagenesis. *Ccnd1/Cyclin D1* mRNA expression was also frequently elevated in *Lck-Dlx5* tumors (Figure 2C). Moreover, immunoblotting demonstrated consistent upregulation of Notch1, Notch3, Myc, Hes1 and activation of Akt, as well as loss of Pten expression (Figure 2D; Supplementary Figure 2E). NIC1 specific antibody (Val1744) also revealed high levels of NIC1 in lymphoma cells from *Lck-Dlx5* mice, but no expression in tumors cells from *Lck-MyrAkt2* mice. The truncated NIC1 proteins seen in cell lines F63-0 and F86-793 (Figure 2D) correspond with our Sanger sequencing data, which revealed nonsense mutations that were predicted to result in protein truncations (Supplementary Table 2). Notably, these features resemble the major molecular signature of human T-ALL. Immunohistochemistry also confirmed that Notch1, Notch3, Hes1, Myc and phospho (active)-Akt are upregulated in primary and metastatic lymphomas from *Lck-Dlx5* mice (Figure 2E; Supplementary Figure 2F). Like human primary T-ALL, in which *TP53* mutations are rare [15, 16], lymphomas from *Lck-Dlx5* mice did not exhibit mutations in *Tp53* (not shown).

**Figure 2:**
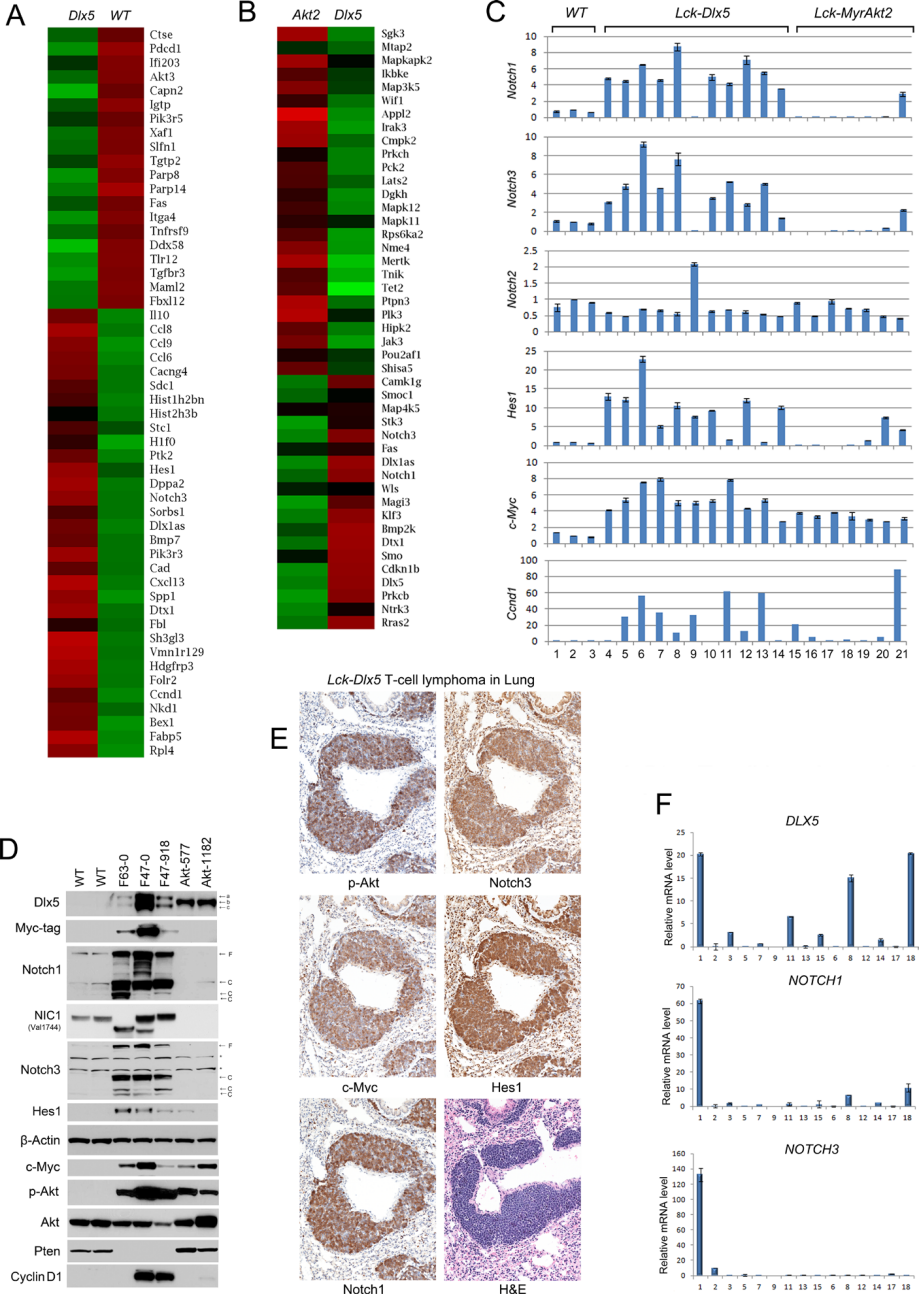
*Lck-Dlx5* lymphomas exhibit a molecular signature reminiscent of human T-ALL (**A**) RNA microarray heatmap demonstrating that compared to thymocytes from three WT mice, primary T-cell lymphomas from three *Lck-Dlx5* mice exhibit upregulation (*Red*) of genes involved in Notch signaling, cell cycle progression, chromatin modification, calcium homeostasis, glucose, fatty acid and nucleotide metabolism, as well as classical Dlx5 target genes. Down-regulated genes (*Green*) are implicated in pro-apoptotic events (*Tnf*, *Fas*, *Xaf1*, INFb signaling-related genes), tumor suppression, and DNA damage repair. (**B**) compared to T-cell lymphomas from *Lck-MyrAkt2* mice, *Lck-Dlx5* lymphomas show upregulation of *Notch1/3* and downregulation of *Lats2*, *Appl2*, *Jak3*, *Tet2*, and *Tnik*. Note that in the interests of journal space, the heatmap shown here includes only one sample from each group. The full heatmaps for all three samples examined per group can be found in Supplementary Figure 2C. (**C**) real-time PCR on three T-cell samples from WT mice (samples 1–3), 11 primary lymphomas from *Lck-Dlx5* mice (samples 4-14: F86-785, -801, -793, -1149; F63-0, -1263, -1210; F47-0, -1247, -918; and F84-1063), and 7 lymphomas from *Lck-MyrAkt2* mice (samples 15-21: F72-918, -2811, -3148, -3154; and F420-577, -1174, -1073), confirming unique upregulation of Notch signaling in Dlx5-driven tumors. Data = mean ± SEM. (**D**) immunoblot showing overexpression of Notch1, NIC1, Notch3, Hes1 and Myc in lymphoma lines (F63-0, F47-0, F47-918) from *Lck-Dlx5* mice. Loss of Pten expression and corresponding high levels of phospho-Akt in *Lck-Dlx5*-derived tumor cells are also shown, as are cyclin D1 levels. Dlx5 proteins have high molecular weight (a, b) and low molecular weight (c) forms. Notch proteins have full length (**F**) and cleaved (C) forms. *, non-specific bands. (**E**) H&E and immunohistochemical staining of lymphoma invading lung of *Lck-Dlx5* mouse. Note strong staining for Notch1, Notch3, Hes1, Myc and phospho-Akt in lymphoma. (F) summary of real-time PCR analysis of RNA from 15 pediatric T-ALL specimens showing expression levels of *DLX5*, *NOTCH1* and *NOTCH3*.

To determine if the findings in our murine model have clinical relevance, we performed real-time PCR on 15 pediatric T-ALL specimens and found that 3 samples had high levels of expression of *DLX5*. Notably, these three samples also had elevated expression of *NOTCH1*, and in one case, *NOTCH3* (Figure 2F). A search for published studies in expression repositories such as GEO and ArrayExpress websites revealed five studies of human T-cell ALL or T-cell lymphoma containing *DLX5* expression data. We found that DLX5 was over-expressed (z-score > 1) in 7–17% of cases in these studies, the exception being a smaller series by Iqbal et al. in which 2 of 5 cases expressed *DLX5*. Approximately 4% of samples showed higher expression of DLX5 based on Z-score > 2 [3, 17–19].

### Dlx5 is required for tumor maintenance via activation of Notch and Akt

To determine if Dlx5 is still required after tumor initiation, knockdown of *Dlx5* in *Lck-Dlx5* tumor cells was achieved using retroviral-mediated expression of shRNA. *Dlx5* knockdown resulted in reduced tumor cell viability/proliferation (Figure 3A) and an increased population of apoptotic sub-G1 cells (Figure 3B; Supplementary Figure 3A) due, in part, to down regulation of phospho-Akt and/or Notch1/3 (Figure 3C). To test whether overexpression of active Notch or Akt could reverse the knockdown effect, cells with knockdown of *Dlx5* were infected with retroviral *NIC3* or *MyrAkt2*; cell viability was measured 3 d after transduction and the knockdown effect was rescued (Figure 3D; Supplementary Figure 3B). We next inoculated cells into immunocompromised NSG mice via subcutaneous injection, and tumor weight was assessed 2 weeks after injection. We found that Dlx5 expression was required for tumor growth *in vivo* and that knockdown of *Dlx5* could be partially rescued by expression of either NIC3 or *MyrAkt2* (Figure 3E, 3F).

**Figure 3:**
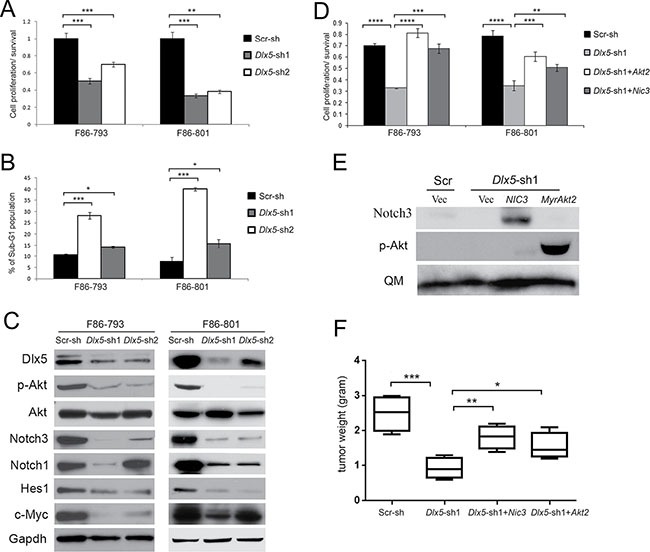
Dlx5 is required for survival of *Lck-Dlx5* lymphoma cells (**A**) lymphoma cells from *Lck-Dlx5* mice were transduced with two different retrovirus-mediated shRNAs against *Dlx5*, or with scrambled control shRNA (Scr). Tumor cell viability was reduced after *Dlx5* knockdown as shown by MTS assay. (**B**) Flow cytometry analysis depicting increased sub-G1 apoptotic population in lymphoma cells transduced with *Dlx5* shRNA. (**C**) immunoblotting revealing diminished full-length Notch1, Notch3, Myc, Hes1, and phospho-Akt levels following *Dlx5* knockdown. (**D**) MTS assay demonstrating rescue of *Dlx5* knockdown cells by retrovirus-mediated ectopic expression of active Notch3 (NIC3) or activated Akt2 (MyrAkt2). (**E**) immunoblot analysis depicting re-expression of active forms of Notch3 and Akt2 in F86-793 line (Note: MSCV-mediated transduction delivers high expression of genes encoding Notch3 or constitutively activated Akt2, which required only very short film exposure times; thus, the relatively much weaker endogenous Notch3 or p-Akt are not discernable here). (**F**) decreased growth of *Dlx5* knockdown cells is partially rescued by ectopic expression of NIC3 or activated Akt2. Cells were inoculated subcutaneously into NSG mice, and tumor weights were measured after 2 weeks. Significance: *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001; *****p < 0.0005.

### Activation of both Notch and Akt are essential for survival and proliferation of *Lck-Dlx5* lymphoma cells

To directly block the Notch pathway, we transduced GFP-coupled *Dominant negative mastermind* (*DN-MM*) into *Lck-Dlx5* lymphoma cells, which resulted in reduced cell viability. Similarly, inhibition of the Akt pathway by re-introducing Pten expression reduced cell proliferation (Figure 4A, 4B). We next injected *Lck-Dlx5* lymphoma cells into the tail vein of NSG mice. The *Lck-Dlx5* lymphoma cells formed nodules primarily in liver and spleen 2 weeks after intravenous injection (Supplementary Figure 4A). Spleen and liver weights were measured to estimate lymphoma growth in these two organs. Inhibition of Akt or Notch signaling in *Lck-Dlx5* lymphoma cells by transduction of Pten or *DN-MM*, respectively, markedly suppressed tumor growth *in vivo* (Figure 4C).

**Figure 4:**
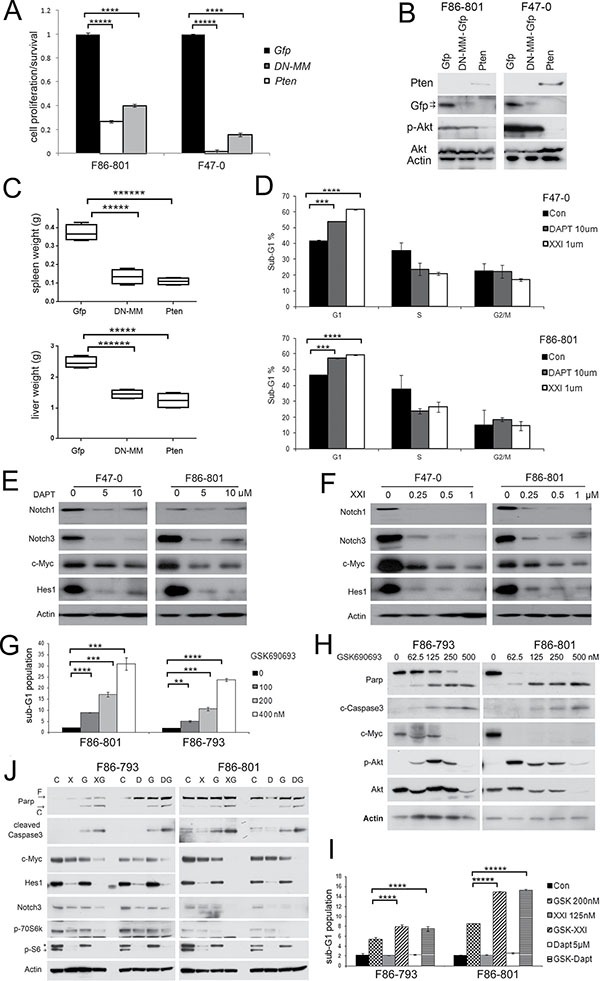
Akt and Notch signaling are essential for proliferation and survival of *Lck-Dlx5* lymphoma cells (**A**) ectopic expression of *Pten* or dominant-negative *mastermind* (*DNMM*) inhibits survival of *Lck-Dlx5* tumor cells as shown by MTS assay. Control was ectopically expressed *Gfp*. (**B**) immunoblot analysis depicting expression of exogenous *DNMM*-*Gfp* and *Pten*. (**C**) tumor growth of tail vein-injected *Lck-Dlx5* lymphoma cells into NSG mice. Weights of tumor cell-infiltrated liver and spleen are shown. (**D**) flow cytometry showing that Notch inhibitors XXI or DAPT suppress cell cycle progression of *Lck-Dlx5* tumor cells. (**E** and **F**) Notch inhibitors decrease Notch1, Notch3, Hes1 and c-Myc protein levels. Cells were harvested 24 h after beginning treatment with inhibitor. (**G** and **H**) Akt inhibitor GSK690693 alone triggers sub-G1 DNA condensation, caspase 3 activation, and Parp cleavage in *Lck-Dlx5* tumor cells. Upregulation of phospho-Akt in GSK690693-treated cells is indicative of a feedback loop to Akt, although downstream effectors of Akt signaling, e.g., p-mTOR and p-p70S6k are downregulated [44]. (**I** and **J**) when cells were treated with GSK690693 plus Notch inhibitors XXI or DAPT, apoptosis was significantly increased, as assessed by flow cytometry and immunoblotting. *, residual Hes1 band due to previous blotting with Hes1 antibody. Significance: *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001; *****p < 0.0005.

Previous studies have demonstrated that the majority of human T-ALL cell lines are resistant to γ-secretase inhibitors due largely to mutations of *PTEN* or *FBXW7* [20, 21]. Interestingly, although expression of Pten protein was absent in *Lck-Dlx5* lymphoma cells, these cells were still sensitive to Notch inhibitors. Treatment with DAPT or γ-secretase inhibitor XXI for 2 days strongly suppressed the proliferation of *Lck-Dlx5* lymphoma cells, as shown by cell cycle analysis (Figure 4D; Supplementary Figure 4B). Moreover, immunoblotting revealed that Notch signaling is diminished following treatment with γ-secretase inhibitors (Figure 4E, 4F). The mTOR inhibitor RAD001 enhanced the inhibitory role of Notch inhibitors, as demonstrated by a further reduction in cell viability (Supplementary Figure 4C) and cell cycle arrest (Supplementary Figure 4D, 4E). When combined with XXI or DAPT, RAD001 strongly inhibited expression of Cyclin A and Cyclin D1 (Supplementary Figure 4F). Additionally, the Akt inhibitor GSK690693 induced apoptotic sub-G1 DNA condensation within 20 h (Figure 4G; Supplementary Figure 4G), which was also accompanied by activation of caspase-3 (Figure 4H), consistent with Akt's pro-survival role being independent of mTOR. Moreover, combinational treatment of *Lck-Dlx5* tumor cells with GSK690693 and DAPT or γ-secretase inhibitor XXI resulted in a marked increase in cell death as shown by augmentation of the sub-G1 peak and by activation of caspase-3 (Figure 4I, 4J; Supplementary Figure 4H). Collectively, these findings indicate that activation of the Akt and Notch pathways contribute independently to Dlx5-mediated oncogenesis.

### *Notch1* and *Notch3* are direct targets of Dlx5

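Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA fragments that a protein is bound to and places them on the genome. The transgenic Dlx5 protein carries a Myc-Tag, a short peptide recognized by a commercial antibody, so that the antibody captured the transgene's product. The deposited processed data describe 1 Myc-Tag ChIP library and 1 input library, which is sonicated chromatin sequenced without enrichment by the antibody. The methods name a Lck-Dlx5 lymphoma cell line and an IgG control, whereas the sample labels give a primary tumor and an input. There were no replicates of either library. Active Motif carried out the sequencing assay and its analysis on an Illumina GA II platform, with peaks called by MACS p-value. The aligner is not named in the paper's text. The authors deposited, for each library, the called intervals and the position and height of each summit on mouse genome build mm10. The height is a whole number without a stated normalization, and the p-values and read totals were not analysed here, so the depth behind each height is unknown. The Myc-Tag library had 3477 intervals, and the list of active regions held the same 3477 intervals. Their median width was 752 bp (interquartile range 612 to 971 bp) and together they covered 2874 kb. The median summit height was 16, with 5th and 95th percentiles of 11 and 29 and a maximum of 301. The input library had 28 intervals, each with the same start and end as a Myc-Tag interval. How the input intervals were called is not stated in the paper's text, so these calls may not be independent of the Myc-Tag calls. All 10 of the tallest Myc-Tag summits, with heights from 95 to 301, lay in intervals that were also called in the input. Among intervals not called in the input, the tallest summit was 73. For comparison with genes, RefSeq gene coordinates of GRCm38, the assembly known as mm10, were used. The number of intervals per 100 protein-coding genes ranged from 10.3 to 19.6 on the autosomes other than chromosome 15, was 33.9 on chromosome 15 (exact 95% Poisson interval 29.9 to 38.2) and was 2.38 on chromosome X (1.51 to 3.57). These intervals cover counting error only.

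**Figure D1:**
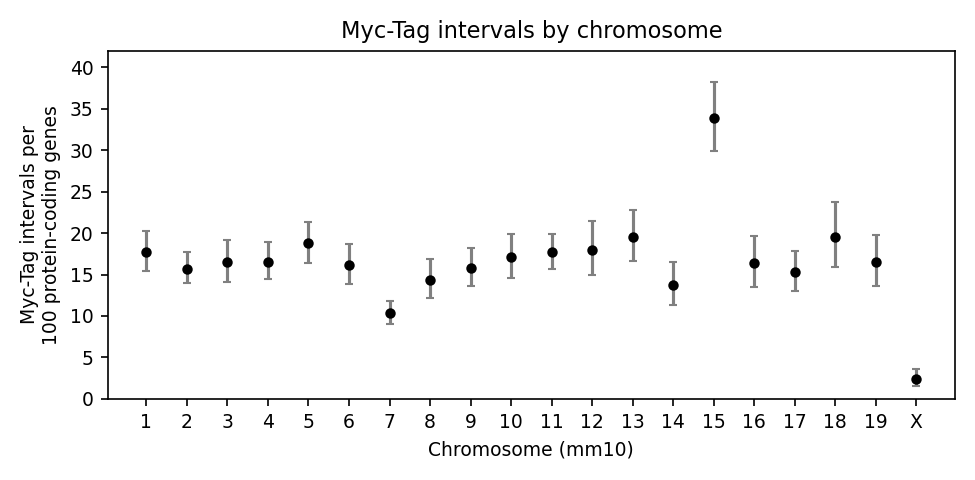
Myc-Tag intervals per 100 protein-coding genes (vertical axis) on each autosome and chromosome X of mm10 (horizontal axis) in the single Myc-Tag ChIP library. Points are the observed values and bars are exact 95% Poisson intervals, and chromosome 15 lies above, at 33.9, and chromosome X below, at 2.38, all the other chromosomes drawn.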

ChIP-seq was used to discover Dlx5 target genes. Dlx5 was found to bind to promoter or enhancer regions of various genes, including *Notch1, Notch3, Irs2 and Ccnd1* (Figure 5A, Supplementary Figure 5A). 

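A gene was counted as having a peak when an interval overlapped its body or the 10 kb on either side by at least 1 bp. By this rule, 5 Myc-Tag intervals lay at the 4 genes. At Notch1 on chromosome 2, an interval from 26449361 to 26450145 and another from 26458145 to 26459167 both had a summit height of 16. At Notch3 on chromosome 17, the interval from 32163812 to 32164823 had a summit height of 11. At Irs2 on chromosome 8, the interval from 11008584 to 11009678 had a height of 14. At Ccnd1 on chromosome 7, the interval from 144941206 to 144942065 had a height of 25. None of the 5 intervals was called in the input. Of all 3332 Myc-Tag intervals with a height of up to 30, only 2 were called there. This absence therefore does not decide on specific binding. The Ccnd1 summit was among the taller ones, as 285 of the 3477 Myc-Tag summits (8.20%) exceeded it. The Notch1 summits were exceeded by 1418 summits (40.8%), the Irs2 summit by 2084 (59.9%) and the Notch3 summit by 3145 (90.5%), while 110 summits were lower than that of Notch3. With a single library, these differences in height have no replicate check. Height is also a different measure from the MACS p-value by which the peaks were called. The paper prints such p-values for these intervals, and those of the Notch1 intervals differ although their heights are equal. The paper named the 4 genes from this same ChIP-seq, so a comparison of their number with randomly placed intervals was computed but not used here. Among all 21887 protein-coding genes, 4168 (19.0%) had a Myc-Tag interval by the same rule, against a mean of 8.29% in 20 sets of intervals placed at random on their own chromosomes. When the list was restricted to summit heights of at least 19, 1 of the 4 genes, Ccnd1, had a peak. Of 3477 summits, 2030 lay within 1 kb of an annotated end of a protein-coding gene. This share was 58.4% (95% Wilson interval 56.7 to 60.0%). In 1000 random sets it was 3.19% on average and at most 4.20%. These random sets, like the 20 above, were not matched for open chromatin. The shares thus do not tell binding of Dlx5 from open chromatin that any immunoprecipitation recovers. The gene table used here gives no strand, so starts and ends of genes were not separated. From the intervals at these genes, the paper states that Dlx5 binds to promoter or enhancer regions.

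**Figure D2:**
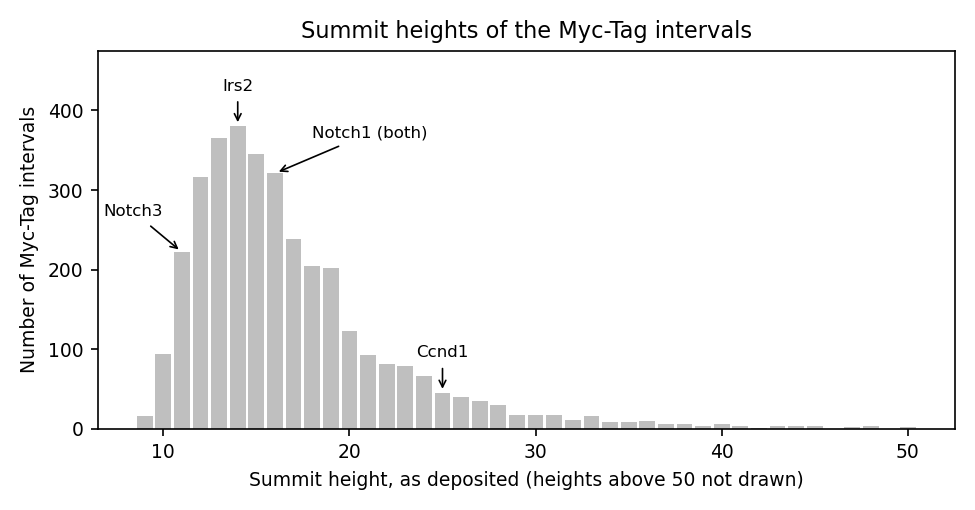
Number of Myc-Tag intervals (vertical axis) at each summit height as deposited (horizontal axis, up to 50) in the single Myc-Tag ChIP library. Arrows mark the heights of the intervals at Notch3 (11), Irs2 (14), Notch1 (16, both intervals) and Ccnd1 (25), and 30 taller intervals, 18 of them also called in the input, are not drawn.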

Multiple Em for Motif Elicitation (MEME) analysis revealed that the majority of Dlx5 consensus binding belongs to the classic binding motif (TAATT) of the Dlx family, which served as an internal quality control for our ChIP-Seq experiment (Figure 5B). BLAST analysis demonstrated that the Dlx5 binding consensus on the *Irs2* promoters is conserved among human, monkey, rat and mouse (Figure 5C). ChIP-qPCR confirmed that Dlx5 specifically binds to *Notch1* and *Notch3* enhancer elements (Figure 5D, 5E). The mouse *Notch1* and *Notch3* promoter fragments were sequentially cloned into pGL3 vector. Two enhancer elements downstream of the *Notch1* gene were inserted separately into pGL3 downstream of the *Notch1* core promoter sequence (N1P1) at a *Sal*I site within the vector (Figure 5F). In addition, the enhancer element located in intron 2 of *Notch3*, downstream of a 600-bp promoter fragment containing the core promoter (N3P1), was also cloned into pGL3. HEK293T cells were then co-transfected with pGL3-*Notch1* promoter/enhancers or *Notch3* promoter/enhancer and WT or mutant Dlx5 plasmids. Luciferase activity was measured 16 h after transfection. The reporter assay demonstrated that wild-type Dlx5, but not a Dlx5 mutant missing the DNA binding domain, augments transcription of the *Notch1* promoter in the presence of *Notch1* enhancer A or B (Figure 5G). Likewise, Dlx5 expression enhanced the luciferase activity of the *Notch3* promoter when its enhancer was inserted into the same plasmid (Figure 5H). Interestingly, other members of the Dlx family, i.e., Dlx4 and Dlx6, also were capable of upregulating Notch1 and Notch3 luciferase activity via their enhancers (Supplementary Figure 5B, 5C).

**Figure 5:**
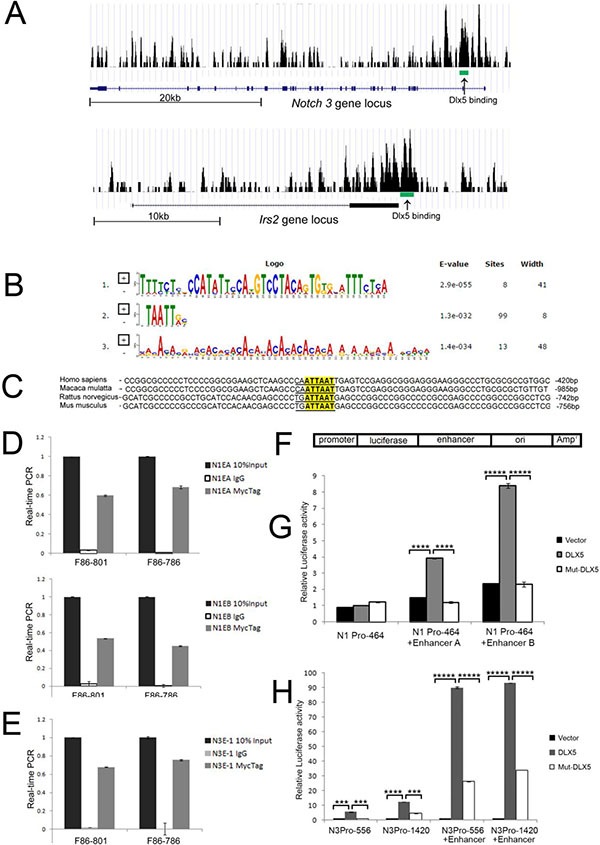
*Notch1* and *Notch3* are direct downstream targets of Dlx5 (**A**) ChIP-seq analysis revealed Dlx5 binding sequences in *Notch3* (MACS *p* value: −10*LOG10 = 70.54) and Irs2 (MACS *p* value: −10*LOG10 = 76.57) loci as depicted in screenshots from UCSC Genome Browser. Arrows point to binding intervals in each locus. (**B**) Multiple Em for Motif Elicitation (MEME) shows that the majority of the Dlx5 binding consensus site belongs to the classic binding motif (TAATT) of the Dlx family. (**C**) Irs2 promoters from human, monkey, rat and mouse contain Dlx5 binding consensus. (**D**) results of ChIP-qPCR assay confirmed that Dlx5 binds to two enhancer elements at end of *Notch1* gene. (**E**) ChIP-qPCR verified that Dlx5 binds to enhancer element located in *Notch3* intron 2. (**F**) schematic diagram of *Notch1* and *Notch3* promoter/enhancer reporter plasmids. Luciferase assay confirmed that Dlx5, but not Dlx5 mutant lacking the DNA binding domain, activates *Notch1* (**G**) and *Notch3* (**H**) promoters upon binding to their respective enhancer elements.

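The Notch3 gene spans 32120820 to 32166896 of chromosome 17 in mm10. The summit of its Myc-Tag interval was at 32164112, inside the gene and 2784 bp from the gene end with the higher coordinate. The paper places this element in intron 2. The interval was 1012 bp wide and overlapped no other gene of the RefSeq table.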

### Dlx5 induces early alteration of Notch and Akt signaling during T-cell development

Real-time PCR showed that in 5-week-old mice, *Notch1* and *Notch3* mRNAs are upregulated in normal thymocytes from *Lck-Dlx5* mice when compared to those of normal thymic T cells from age-matched WT littermates or *Lck-MyrAkt2* mice, and their expression was further augmented in lymphomas from *Lck-Dlx5* mice (Figure 6A). In contrast, *Notch2* and *Notch4* mRNAs were not altered in the tested samples (Supplementary Figure 6A). *Hes1* and *Myc*, two target genes of Notch signaling, also showed elevated mRNA levels (Supplementary Figure 6B). Additionally, transcript levels of *Irs2* and *Ccnd1*, two genes identified by ChIP-seq analysis as Dlx5 targets, also were upregulated (Figure 6B; Supplementary Figure 6B). Immunoblotting confirmed that normal thymic T cells from *Lck-Dlx5* mice have elevated Notch1/3 protein expression compared to that of normal thymic T cells from WT mice. Further upregulation of Notch1/3 protein levels was observed in *Lck-Dlx5* lymphoma cells (Figure 6C). The reason why mRNA levels of *Notch1* and *Notch3* were 2–4 fold greater in lymphoma cells than in normal T cells from *Lck-Dlx5* mice was not due to gene amplification, as array-CGH analysis revealed no change of *Notch1/3* gene copy number. Instead, the increased gene transcript levels in tumor cells appeared to result from increased interaction between *Notch* promoters and Dlx5-bound *Notch* enhancers, as revealed by CCC assay (Figure 6D, 6E). Furthermore, flow cytometry analysis revealed that Notch1/3 protein levels are elevated early on during T-cell development from CD4-CD8- Double-Negative (DN1 [CD25- CD44+]; DN2[CD25+ CD44+]; DN3 [CD25+ CD44-]; and DN4 [CD25- CD44-]) stages (Figure 6F, 6G; Supplementary Figure 6C). Importantly, the increased full-length Notch protein levels resulted in elevated Notch cleavage (Supplementary Figure 6D). Hes1 and Myc proteins, targets of active Notch, were also upregulated in normal T cells from *Lck-Dlx5* mice (Figure 6C; Supplementary Figure 6E, 6F). This finding suggests that upregulation of Notch1/3 might serve as the first cooperating oncogenic “hit” in T-cell lymphomagenesis in *Lck-Dlx5* mice.

**Figure 6:**
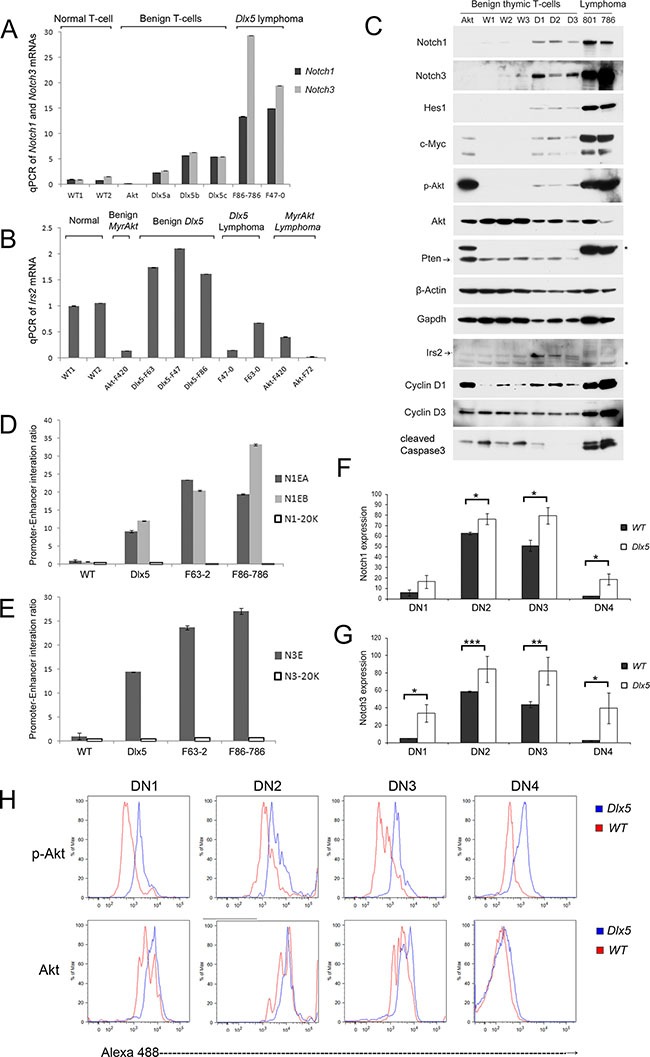
Dlx5 induces activation of Notch and Akt during T-cell development Real-time PCR was performed on thymic T cells from 5-week-old *Lck-Dlx5* mice (D1, D2, D3) prior to tumor development, WT littermates (W1,W2,W3), a 5-week-old *Lck-MyrAkt2* mouse (Akt), and *Lck-Dlx5* lymphomas (801, 793) to compare expression levels of full-length *Notch1/3* (**A**) and *Irs2* (**B**). (**C**) immunoblotting confirming increased expression of Notch1/3 in the non-malignant T cells from *Lck-Dlx5* mice, with further enhanced expression in tumors from these mice. (**D** and **E**) CCC assay showing frequency of interaction of Dlx5-bound *Notch1* enhancers to *Notch1* promoter (D) and Dlx5-bound *Notch3* enhancer to *Notch3* promoter (E). N1-20K and N3-20K refer to control DNA segments 20 Kb downstream of *Notch1* or *Notch3* loci, respectively. (**F** and **G**) Flow cytometry analysis of various stages of T-cell development showing elevated expression of Notch1 (F) and Notch3 (G) in all DN stages (DN1-DN4) in *Lck-Dlx5* mice compared to that of WT mice. (**H**) Flow cytometry analysis revealing increased expression of activated Akt kinase (p-Akt) in all DN stages in T cells from *Lck-Dlx5* mice.

Interestingly, phospho-Akt levels were also consistently elevated in normal T cells from *Lck-Dlx5* mice (Figure 6C). This increase was found to occur at the early stage of T-cell development from DN1 to DN4, CD4/CD8 DP and CD4-positive cells, but not in CD8-positive cells (Figure 6H; Supplementary Figure 6G). We previously reported that in human ovarian carcinoma cells, DLX5 transactivates the *IRS2* gene via direct binding to the *IRS2* promoter, thereby resulting in enhanced AKT signaling. Similar findings were documented in T cells from *Lck-Dlx5* mice, based on ChIP-seq analysis (Figure 5A). 

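In the Myc-Tag ChIP-seq of Lck-Dlx5 lymphoma, the Irs2 interval spanned the end of the gene with the higher coordinate. Irs2 lies on chromosome 8 of mm10 from 10984681 to 11008929, and the summit at 11009376 was 447 bp beyond that end. The interval, 1095 bp wide, also overlapped the long noncoding RNA gene 9530052E02Rik, which spans 11007850 to 11054541.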

We found that Irs2 transcript and protein levels are increased in non-malignant T cells from *Lck-Dlx5* mice, but not in their malignant T-cell counterparts that have lost expression of Pten protein (Figure 6B, 6C). Loss of Pten expression results in constitutive activation of Akt, circumventing the need for upregulation of Irs2. Thus, it appears that Irs2-related Akt activation is a driving force from the very beginning of Dlx5-provoked T-cell lymphomagenesis, with more profound activation due to Pten loss occurring in fully malignant cells.

### Dlx5 promotes T cell survival during b-selection via Notch and Akt

Immunoblot analysis revealed that non-malignant thymic T cells from *Lck-Dlx5* mice have significantly less activation of caspase-3 than tumor cells (Figure 6C; Supplementary Figure 7A). Flow cytometry analysis showed that *Lck-Dlx5* mice have less CD4+CD8+ DP cells, with more cells at the DN stage (Figure 7A). This is likely due to the fact that the DN population in *Lck-Dlx5* mice has increased viability, consistent with reduced AnnexinV/PI staining (Figure 7B; Supplementary Figure 7B). Moreover, the DN population in *Lck-Dlx5* mice had less caspase-3 activation (Supplementary Figure 7C, 7D). CD44 and CD25 staining demonstrated that *Lck-Dlx5* mice have an increased T cell population at the CD44-CD25+ DN3 stage (Figure 7C), and AnnexinV/PI staining indicated augmented cell survival at this stage (Figure 7D). Furthermore, DAPT treatment for 5 d reversed the enhanced viability of the DN3 cell population in *Lck-Dlx5* mice (Figure 7D; Supplementary Figure 7E), consistent with caspase-3 activation in DN3 cells (Figure 7E; Supplementary Figure 7F). Nevertheless, treatment of *Lck-Dlx5* mice with DAPT or RAD001 resulted in increased gross cleavage of caspase-3 in thymic T cells (Figure 7F). The mechanism of Dlx5-induced T-cell lymphomagenesis is summarized in Figure 7G.

**Figure 7:**
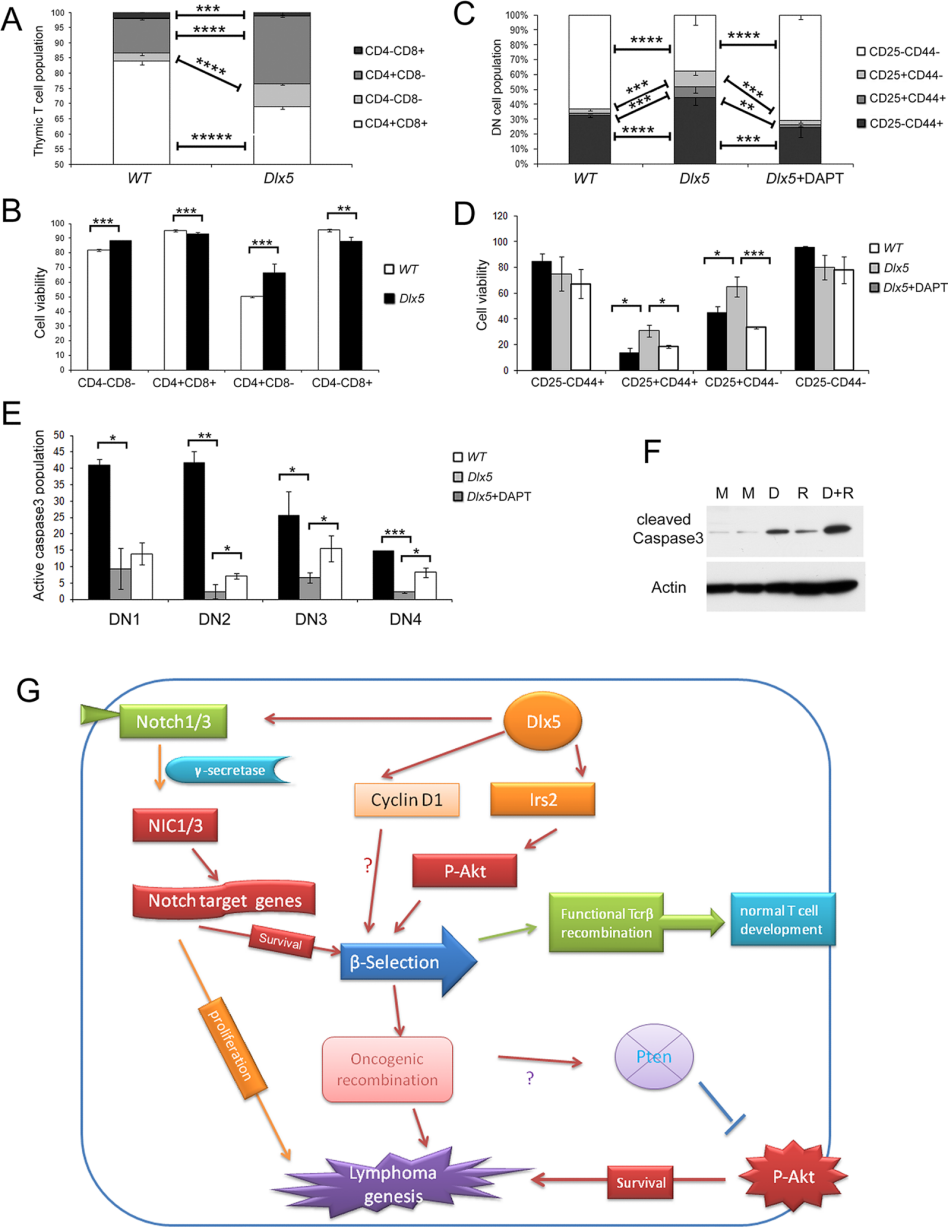
Dlx5 conveys survival signals via Notch and Akt during β-selection (**A**) Flow cytometry analysis of thymic T cells from 5-week-old WT and *Lck-Dlx5* mice demonstrating that *Lck-Dlx5* mice have increased percentage of CD4-CD8- cells and decreased percentage of CD4+CD8+ cells. (**B**) modest but statistically significantly increased survival of CD4-CD8- (DN) T cells from *Lck-Dlx5* mice, as shown by Annexin V/PI staining. (**C**) CD25 and CD44 staining showing increased population of CD25+CD44- cells in thymus of Lck*-Dlx5* mice. DN1 = CD25− CD44+; DN2 = CD25+ CD44+; DN3 = CD25+CD44−; and DN4 = CD25- CD44−. Administration of DAPT for 5 d resulted in a decrease in this cell population. (**D**) annexin V/PI staining demonstrating that CD25+CD44− population in *Lck-Dlx5* mice has increased cell viability compared to that of DN3 cells from WT mice, and that DAPT treatment reverses Dlx5′s pro-survival effect. (**E**) staining for cleaved caspase3 showing that T cells from *Lck-Dlx5* mice have much less caspase3 activation at the DN3 stage compared to that of T cells from WT mice, which was partially rescued by treatment with DAPT. (**F**) immunoblot analysis demonstrating that treatment of T cells from *Lck-Dlx5* mice with DAPT (D) and/or RAD001 (R) results in increased gross cleavage of caspase3. M = mock (placebo) treatment. (**G**) proposed mechanism of Dlx5-induced lymphomagenesis. Aberrant expression of Dlx5 in immature thymic T cells results in direct binding to *Notch1* and *Notch3* enhancer sequences as well as to promoters of *Irs2* and *Ccnd1*, which activates expression of these critical target genes. Resulting augmented Notch and Akt signaling promotes survival of affected immature T cells during β-selection. Fully transformed T cells continue to rely on Notch and Akt signaling for proliferation and dissemination via subsequent mutation of *Notch1* and loss of Pten.

## DISCUSSION

Cancer may be considered as development gone awry. Multiple homeobox genes have been implicated in tumor formation. Chromosomal rearrangements with breakpoints in TCR genes are common in T-cell malignancies. These rearrangements place TCR regulatory sequences beside T-cell-related transcription factor genes, leading to their oncogenic activation. For example, one recurrent rearrangement, inversion of chromosome 7, inv(7)(p15q34), is observed in a subset of patients with T-ALL or T-NHL [3, 22]. This rearrangement repositions the *HOXA* gene on chromosome band 7p15 adjacent the *TRB* locus at 7q34, which is analogous to the inversion inv(6)(A2B1) we reported in T-cell lymphomas from *Lck-MyrAkt2* mice [6].

Little is known about the target genes of homeoproteins, although transfection studies with HOXA10 revealed upregulation of several genes encoding components of the Wnt pathway, including *WNT10B* and *FZD1*, which are essential in hematopoietic stem cell renewal [23]. Notably, Soulier and colleagues determined that the HOXA-related subgroup of T-ALL is characterized by high levels of expression of several genes known to be critical for T-cell differentiation and/or oncogenesis, including *NOTCH3* [3], which we found to be transcriptionally regulated by Dlx5 in lymphomas from *Lck-Dlx5* mice. Interestingly, two of the four *HOXA10*-rearranged cases also had prototypical *NOTCH1* mutations, suggesting that *HOXA10* and *NOTCH1* abnormalities cooperate oncogenically in such T-ALLs. Notably, 60% of tumors from our *Lck-Dlx5* mice also harbored activating mutations of *Notch1*. During hematopoietic stem cell differentiation, Notch1 drives the transition of lymphoid progenitor cells toward T lymphocytes [24], and *Notch1* is considered a master regulator of T-cell fate specification [25]. Moreover, Notch signaling promotes survival of pre-T cells at the b-selection checkpoint by regulating cell metabolism [26]. In human T-ALL, *NOTCH1* is targeted by activating mutations in 50–70% of cases [14, 27]. Collectively, these clinical data, like our experimental findings in *Lck-Dlx5* mice, are consistent with a model in which developmental homeobox genes play a central role in T-ALL oncogenesis.

Pear et al. demonstrated that intracellular *Notch1* (*ICN1*) could directly drive murine T-cell lymphoma formation [28]. However, most gain-of-function *NOTCH1* mutations found in human T-ALL do not generate downstream signals of sufficient strength to efficiently initiate leukemia development in mice [29]. Nevertheless, such weak gain-of-function *NOTCH1* alleles were able to hasten the onset of T-cell malignancy initiated by other leukemogenic events, such as activation of K-ras. Unlike *NOTCH1*, *NOTCH3* mutations have not been reported in human T-ALL, although NOTCH3 is often highly expressed [30]. It is also notable that although Dlx5 was expressed in the two *Lck-MyrAkt2* lymphoma cell lines shown in Figure 2C, Notch1 and Notch3 levels were not upregulated. Moreover, as shown in Figure 2C, among three *Lck-MyrAkt2* cell lines that expressed Dlx5 (lines 19–21), real-time PCR analysis revealed transcriptional upregulation of *Notch1/3* in only one (line 21). One possible reason for this is that a Notch1/3 enhancer-specific coactivator generally may be lacking in *Lck-MyrAkt2* lymphoma cell lines expressing Dlx5. In any case, the collective findings indicate that *Lck-Dlx5*-driven lymphomagenesis differs from that of *Lck-MyrAkt2*-driven thymic lymphoma formation. Specifically, in *Lck-MyrAkt2* mice, constitutively active Akt2 alone may serve as such a potent oncogenic factor that Myc activation, either directly via a *Myc* translocation or indirectly through its transcriptional activation by Dlx5, is sufficient as a “second hit.” In contrast, in *Lck-Dlx5* mice, which have a longer tumor latency than *Lck-MyrAkt2* mice, multiple oncogenic factors, including Notch1/3, Irs2, Cyclin D, and Myc, appear to be required to initiate tumor formation.

Recently, *NOTCH1* was identified as a direct target of DLX5 during squamous cell differentiation [31]. Using combinatorial unbiased approaches entailing ChIP-seq and microarray analysis, we determined that Dlx5 binds to both the *Notch1* and *Notch3* loci and promotes their transcription. *Lck*-*Dlx5* transgenic mice show upregulation of Notch1 and Notch3 throughout T-cell differentiation, and basal levels of Notch1/3 were further augmented in malignant T-cells due to increased enhancer-promoter interaction. Moreover, thymic T cells from *Lck-Dlx5* mice were resistant to apoptosis during b-selection at the DN3 stage, and such resistance could be reversed by treatment with γ-secretase inhibitors. Thus, we concluded that Dlx5 directly transactivates *Notch1*/*3* genes and promotes β-selection escape, which eventually results in tumor formation (Figure 7G). While lymphoma cells from *Lck-Dlx5* mice were sensitive to γ-secretase inhibitors, those from *Lck-MyrAkt2* mice (most of which did not show over expression of Notch1/3; Figure 2) were resistant, further strengthening our contention that Notch signaling is a driving force in Dlx5-mediated lymphomagenesis. Our study of human pediatric T-ALL revealed overexpression of DLX5 in about 20% cases, with co-upregulation of *NOTCH1* and, to a lesser extent, *NOTCH3*. Intriguingly, not all homeobox genes behave in a similar manner, as a recent report showed that TLX1 actually inhibits *NOTCH3* expression [32].

During T-cell development, IL-7 induces a much greater increase in Pi3k-Akt activity via Irs2 than by Irs1, suggesting an important role for Irs2 in T-cell differentiation [33]. Moreover, Irs2-deficient T cells show defects in IL-4-induced proliferation and differentiation in mice [34]. Recent studies demonstrated that ~10% of T-ALL specimens display activating *IL7R* mutations resulting constitutive activation of JAK/STAT5 and PI3K/Akt/mTOR pathways [35, 36]. Interestingly, our ChIP-seq studies revealed that *Irs2* is a direct target of Dlx5, and *Lck-Dlx5* mice exhibit elevated Akt signaling beginning early in T-cell differentiation via enhanced expression of Irs2, which would be expected to augment Akt activity and facilitate Notch-induced lymphomagenesis.

AKT signaling is frequently activated (~50%) in human T-ALLs, mostly due to alterations of *PTEN*, *PI3K*, and *AKT* genes [37, 38]. We previously reported that DLX5 contributes to AKT signaling in human ovarian cancer cells via direct upregulation of *IRS2* transcription [11]. When overexpressed, IRS2 has been shown to cause mammary tumorigenesis and metastasis [39]. In this investigation, we found that all lymphomas from *Lck*-*Dlx5* mice have loss of Pten protein expression due to mutation/deletion or epigenetic silencing [13], resulting in constitutive activation of Akt. Thus, in both *Lck-MyrAkt2* mice and *Lck-Dlx5* mice, tumor formation appears to require cooperation between Akt and Dlx5 or Myc. In *Lck-MyrAkt2* mice, we proposed that activation of the Akt pathway acts as the initial “hit” to promote cell survival and genomic instability, whereas the acquisition of T-cell-specific overexpression of Dlx5 leads to lymphomagenesis [40]. In *Lck-Dlx5* mice, on the other hand, Akt activation due to Pten loss may act as a second hit during Dlx5-driven T cell lymphomagenesis.

In summary, our studies show that Dlx5 initiates T-cell lymphomagenesis via direct binding to *Notch1/3* and *Irs2* genes to augment their transcription, which switches on Notch and Akt signaling, respectively, during T-cell fate decisions. The resulting spontaneous T-cell lymphomas maintain addiction to Dlx5 through further intensified Notch and Akt signaling, thus connecting the Dlx5 homeoprotein to two pathways that are also known to be critically involved in the proliferation and survival, respectively, of human T-ALL. More generally, these experimental findings provide mechanistic insights about how transcriptional reactivation of a homeobox gene can drive T-ALL development via epigenetic reprogramming.

## MATERIALS AND METHODS

### Primary tumors and tumor-derived cell lines

*Lck-Dlx5* mice were examined daily and sacrificed upon evidence of difficulty in breathing, severe weight loss, or when tumor burden is otherwise obvious, under IACUC approval in accordance with NIH guidelines. At the time of death due to lymphoma development, a portion of each tumor was snap-frozen in liquid nitrogen, another portion was kept in Trizol for Microarray, and the remaining portion was placed into culture in an attempt to establish tumor cell lines for subsequent Chip-Seq, immunoblotting, and MTS assays as well as for *in vitro* studies with pathway inhibitors. For microarray expression analysis and real-time PCR, primary tumor samples were used.

### Reagents

Antibodies against Dlx5, Notch3, cyclin A, cyclin D1, Irs2, Gapdh and β-actin were from Santa Cruz Biotechnology; antibodies against Notch1, Notch1 (Val1744), Pten, p-Akt, Akt, Myc-Tag, Myc-Tag-Alexa647, and cleaved caspase-3-Alexa488 were from Cell Signaling. Akt pathway inhibitors GSK690693 and RAD001 were from Selleckchem (Houston, TX). Hes1 luciferase vector and Notch3 plasmid were from AddGene. MSCV-MyrAkt2 plasmid was as described [11], and MSCV-GFP-DN-MM plasmid was kindly provided by Warren S. Pear (UPenn) [41].

### Cell viability assay

Cell viability was assessed by MTS assay (Promega). Lymphoma cell lines from *Lck-Dlx5* mice were seeded at 1 × 10^4^ cells/well in 96-well plates and treated with inhibitors for 24 or 48 h. OD value at 490 nm was measured 2–4 h after incubation of cells with 10% MTS using a 96-well microplate reader (BioRad).

### Western blot analysis

Protein from lymphoma cell lines from *Lck-Dlx5* mice was extracted with cell lysis buffer supplemented with 2 mM PMSF (Cell Signaling); 50 μg/well proteins were loaded into Tris-Glycine SDS-PAGE gels (Invitrogen) and transferred onto PVDF membranes (Millipore). Protein blots were incubated with antibodies overnight at 4°C. Signals were developed after incubation with HRP-conjugated secondary antibody.

### Microarray analysis

Primary lymphoma samples from several different founder lines were subjected to mRNA microarray analysis using Affymetrix GeneChip Mouse Gene 2.0 ST Arrays (Affymetrix). Primary tumor mRNAs from *Lck-Dlx5* mice (F86-801, F47-918, F63-0) and *Lck-MyrAkt2* (F72-3148, 3153, 3237) mice, as well as mRNA from thymic T cells of wild-type (WT) mice, were extracted and subjected to microarray hybridization. CEL files were analyzed with Nexus expression 3.0 software (BioDiscovery, El Segundo, CA) to discover the differentially expressed genes and associated pathways. Data set has been submitted to GEO (# GSE83685).

### ChIP-seq analysis

ChIP-seq was performed and analyzed on Lck-Dlx5 cell line F85-786 by Active Motif. Myc-Tag antibody, as well as IgG control, were used to immunoprecipitate Dlx5/chromatin complexes, and captured DNA fragments were analyzed by Illumina GA II to obtain whole-genome datasets (available at GEO #GSE83778). MACS p-Value was used to make all peak callings.

### Dlx5 knockdown by retroviral-mediated short-hairpin RNA (shRNA) interference

Sequences used for *Dlx5* knockdown were selected using shRNA Design Guidelines (Ambion Technical Bulletin #506, Life Technologies). shRNAs were synthesized, annealed and inserted into pSilencer (Invitrogen). Two constructs with best knockdown efficiency were used for experiments. Viruses were produced as described [42]. In brief, 293T cells were co-transfected with retroviral vector EcoPac and plasmid. Mouse lymphoma cell lines were infected at a MOI of 1.5 for 6 h.

### Promoter and enhancer cloning

Promoter regions and enhancer elements of mouse *Notch1* and *Notch3* genes were cloned by PCR using Q5 DNA polymerase (New England Biolabs). Promoter fragments were cloned into pGL3 basic vector (Promega), and enhancer elements were inserted in the *Sal*I site of promoter vector pGL3-core. Plasmids were transfected into 293T cells, and luciferase activity was measured using a Dual-Luciferase reporter assay kit (Promega) on an Enspire alpha plate reader (Perkin Elmer).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed using EZ-ChIP (Millipore) per manufacturer's instructions. Lymphoma cell lines from *Lck-Dlx5* mice were fixed using 1% formaldehyde, stopped by adding glycine to a final concentration of 125 mM. DNA:protein complexes were then resuspended in 0.1% SDS lysis buffer and sonicated into 200-1000-bp fragments. Chromatin was immunoprecipitated overnight at 4°C with Myc-tag antibody (Abcam). Immunocomplexes were eluted with 1%SDS, 0.1 M NaHCO_3_, de-crosslinked with 5 M NaCl, and incubated at 65°C overnight. PCRs of the target loci were performed using specific primers and Power SYBR Green Master Mix (Thermo Fisher Scientific).

### Chromosome conformation capture (CCC)

CCC methodology and primers were as described [43]. Lymphoma cell lines from *Lck-Dlx5* mice were fixed with 2% formaldehyde for 5 min, neutralized with glycine, and lysed with buffer containing 0.2% NP-40, 10 nM Tris HCl (pH 8.0), and 10 mM NaCl for 12 h. DNA was digested with *Eco*RI or *Bam*HI overnight, followed by ligation with T4 DNA ligase and extraction of DNA with phenol. Interaction frequencies between promoter and enhancer were analyzed by real-time PCR.

### Flow cytometry

Flow cytometry was performed with a LSRII machine (Becton Dickinson) to analyze T-cell developmental and cell death markers from healthy Lck-Dlx5 mice. CD4-APC/Cy7, CD8-PE, CD44-APC/Cy7, CD25-PE, Notch1-Alexa647 and Notch3-APC antibodies were obtained from BioLegend. Annexin V-FITC and ethidium homodimer III were from Biotium. Data were analyzed with FlowJo software.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The homeoprotein Dlx5 drives murine T-cell lymphomagenesis by directly transactivating Notch and upregulating Akt signaling
**Source:** Oncotarget. 2017 Jan 21;8(9):14941–56. doi: 10.18632/oncotarget.14784
**Supplement:** Supplementary file 1

# The homeoprotein *Dlx5* drives murine T-cell lymphomagenesis by directly transactivating notch and upregulating Akt signaling

## Supplementary Materials

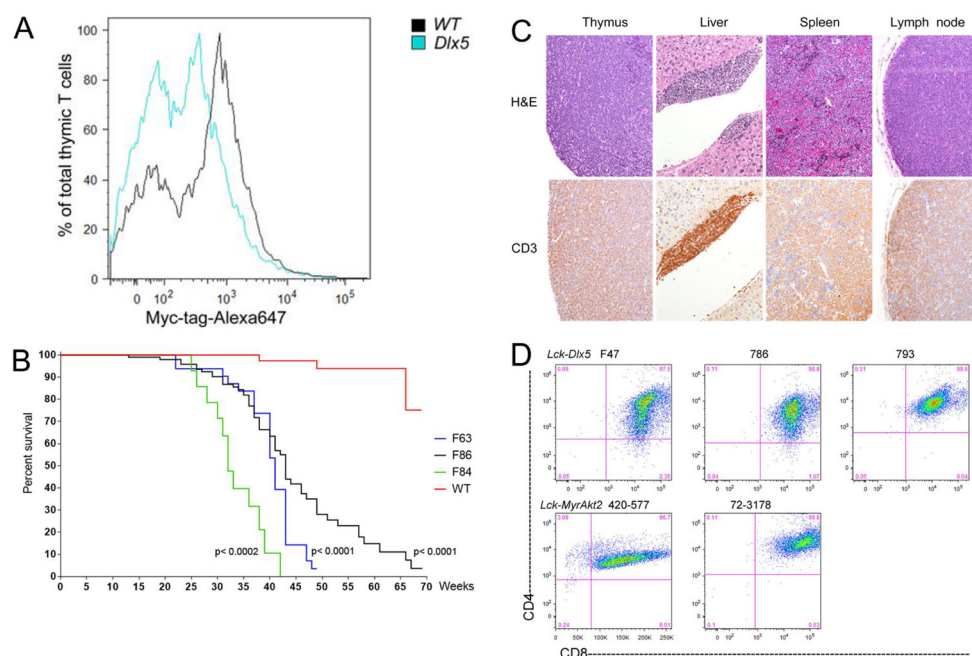

**Supplementary Figure 1: Pathological characterization of T-cell lymphomas from *Lck-Dlx5* mice.** (A) Flow cytometry demonstrating that thymic T cells from 5-week-old *Lck-Dlx5* mice express abundant levels of *Dlx5* protein. T cells were harvested by passing thymus tissue through a 100- $\mu$ M mesh, fixed, permeabilized and stained with Alexa647-labeled Myc-Tag antibody. (B) Survival curves from three founder lines of *Lck-Dlx5* transgenic mice. (C) *Lck-Dlx5* lymphomas are of T cell origin. FFPE tissue sections were stained with antibody against the T cell surface marker CD3. The primary lymphoma in thymus as well as the invasive lymphoma in liver, spleen and lymph node show CD3 positive staining. (D) Flow cytometric analysis indicating that *Lck-Dlx5* lymphoma cells are CD4<sup>+</sup>CD8<sup>+</sup> double positive. Three T-cell lymphoma lines derived from *Lck-Dlx5* mice, as well as two T-cell lymphoma lines from *Lck-MyrAkt2* mice (also CD4<sup>+</sup>CD8<sup>+</sup>), were stained with CD4-FITC and CD8-PE and analyzed by flow cytometry.

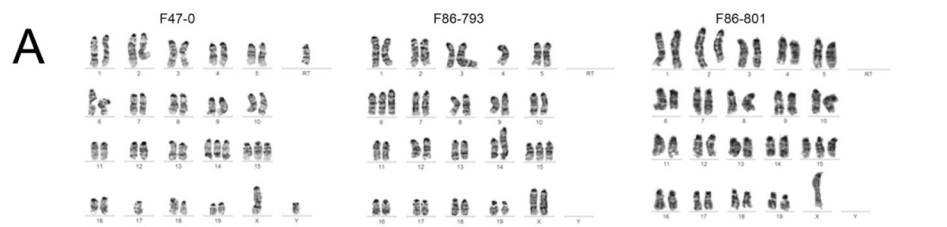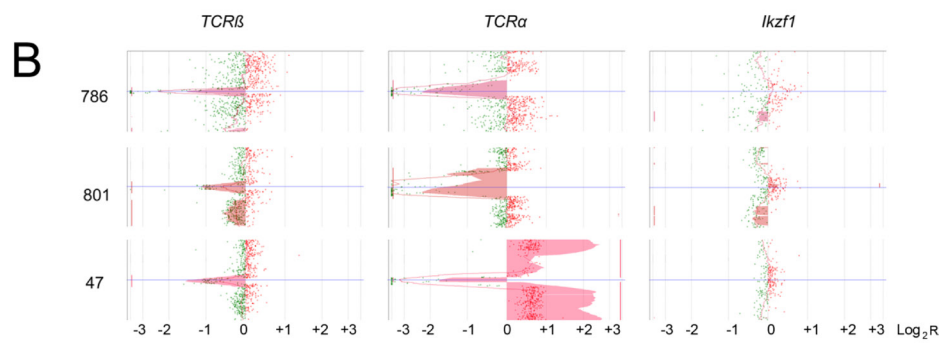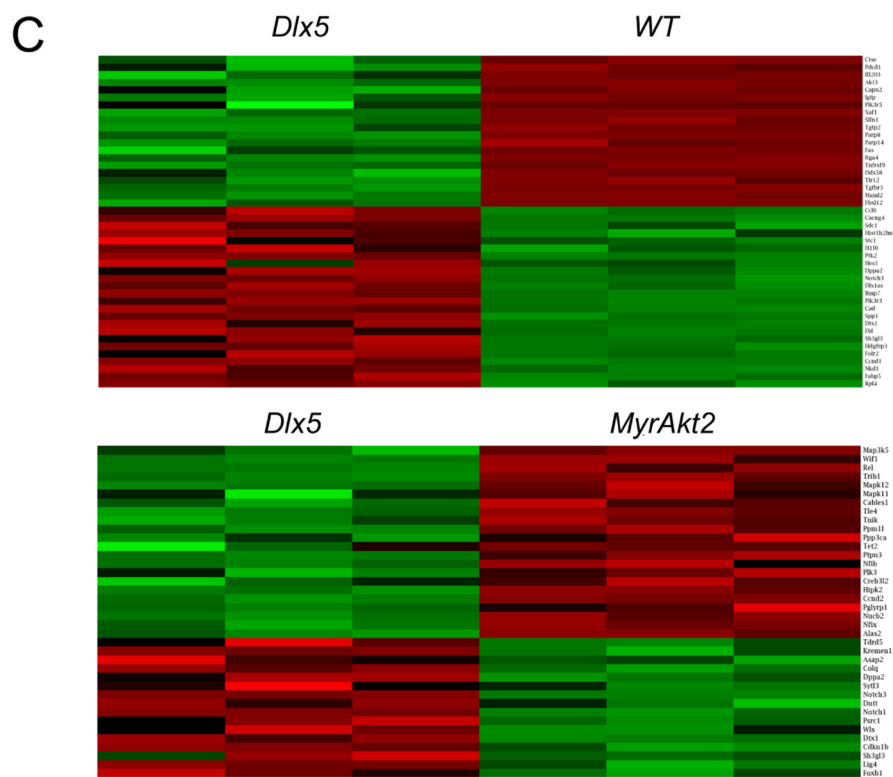

D

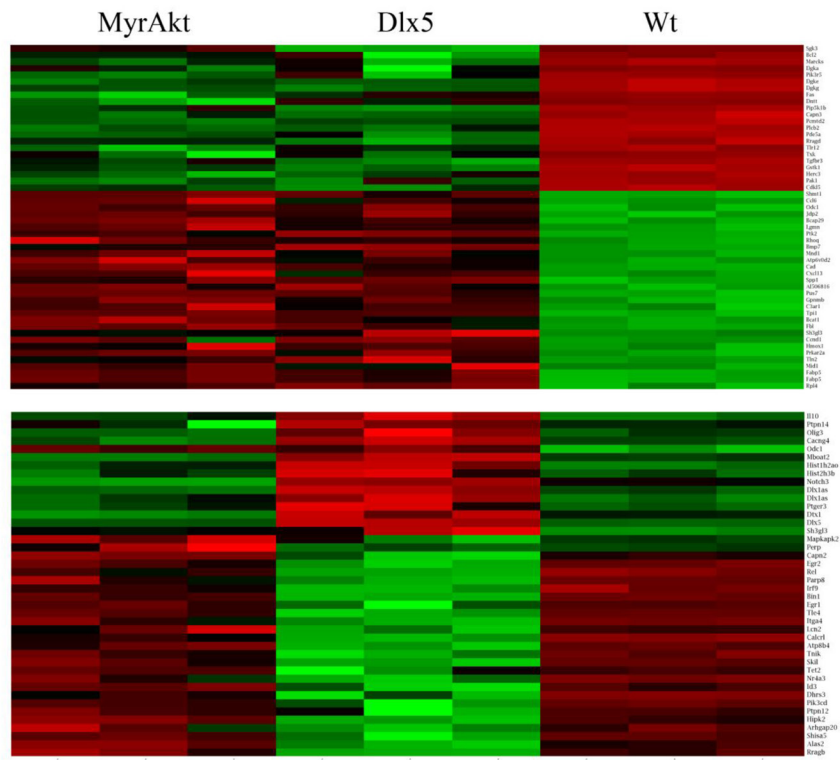

E

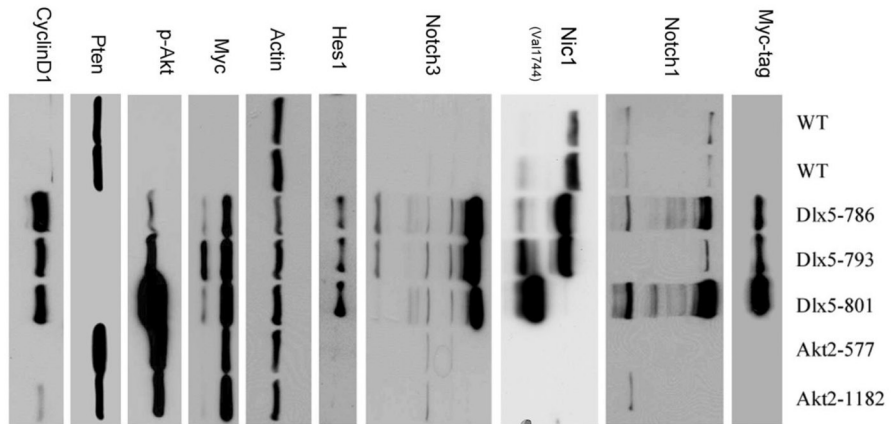

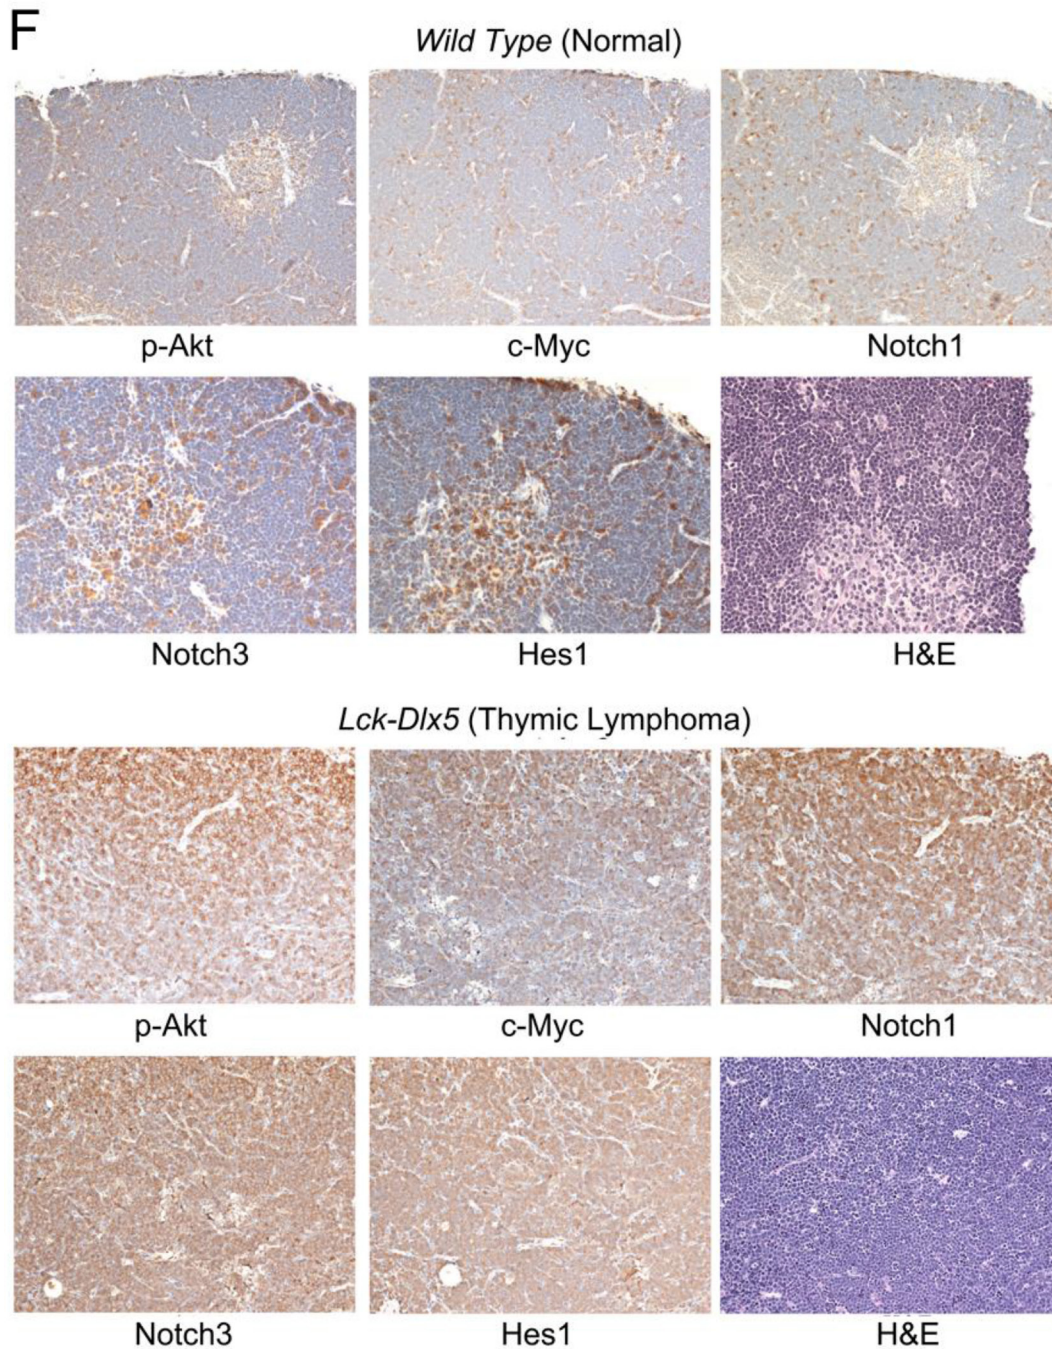

**Supplementary Figure 2: Genomic features and expression profile of T-cell lymphomas from *Lck-Dlx5* mice.** (A) Trisomy 15 present in three representative thymic lymphoma T-cell lines from mice of two different *Lck-Dlx5* founder lines. In addition to variable numerical and structural chromosome abnormalities, trisomy 15 is present in each cell line shown. (B) Array-CGH analysis reveals that thymic lymphoma cell lines from *Lck-Dlx5* mice are of monoclonal origin. Green dots mean loss, red dots mean gain. Peaks represent loss or gain with statistical significance. Data were analyzed by using Genomic Workbench from Agilent. Note unique genomic patterns at loci for *TCRa* (*Tcrα*), *TCRB* (*Tcrβ*) and Ikaros zing finger (*Ikzf1*). (C) Expression heatmaps demonstrated upregulated genes in *Lck-Dlx5* lymphomas compared with those observed in normal T cells from wild-type (WT) mice (upper panel), as well as downregulated genes in *Lck-Dlx5* lymphomas (lower panel). Red = up regulated genes; green = down regulated genes (upper panel). (D) Expression heatmaps demonstrated commonly expressed genes in *Lck-Dlx5* lymphomas and *Lck-MyrAkt2* lymphomas compared with those observed in normal T cells from wild-type (WT) mice (upper panel). Uniquely expressed genes in *Lck-Dlx5* lymphoma cells compared with those of normal T cells from WT mice and T-cell lymphoma cells from *Lck-MyrAkt2* mice (lower panel). (E) Immunoblot analysis demonstrating unique pattern of oncogenic alterations in tumors from *Lck-Dlx5* mice versus that of tumors from *Lck-MyrAkt2* mice and T cells of WT mice. (F) H&E and immunohistochemical staining of T-cell lymphoma tissues from *Lck-Dlx5* mice and normal thymus from WT mice. Note strong staining for Notch1, Notch3, Hes1, Myc and phospho-Akt in primary *Lck-Dlx5* thymic tumors.

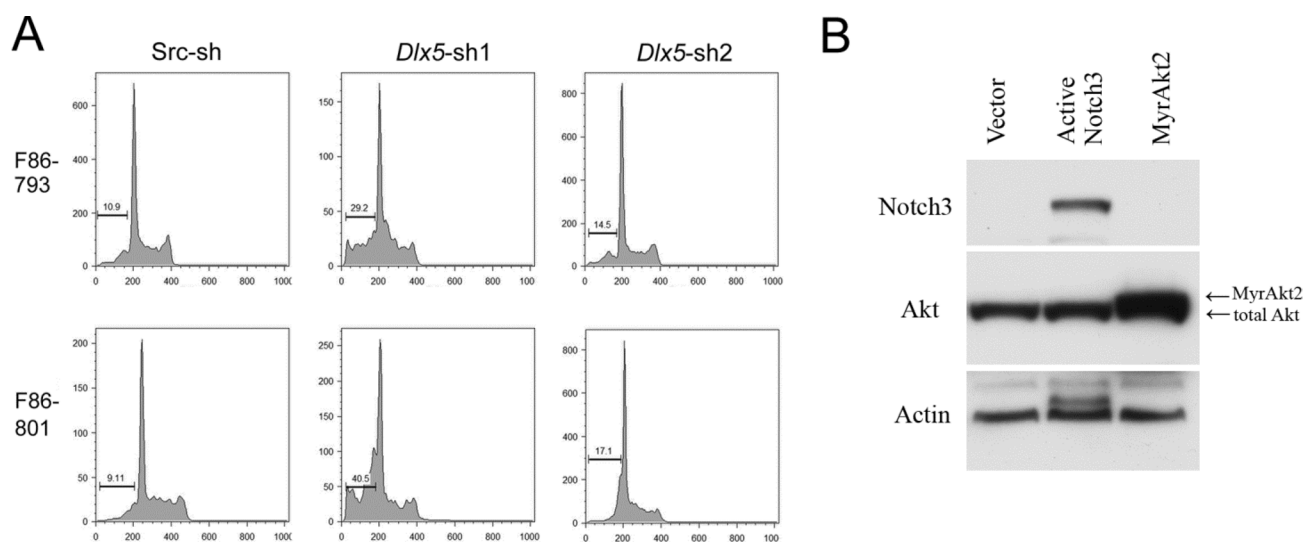

**Supplementary Figure 3: *Dlx5* is required for the survival of *Lck-Dlx5* lymphoma cells.** (A) *Dlx5* lymphoma cells were transduced by retrovirus-mediated *Dlx5* shRNAs *in vitro*. A representative set of flow cytometry charts shows apoptotic sub-G1 population. (B) *Dlx5* knockdown can be rescued by activated Notch or Akt. *Lck-Dlx5* lymphoma cell line F86-801 with shRNA-mediated knockdown of *Dlx5* was retrovirally-transduced with *MyrAkt2* or active *Notch3* (NIC3). Vec, empty vector; Scr, scrambled shRNA control.

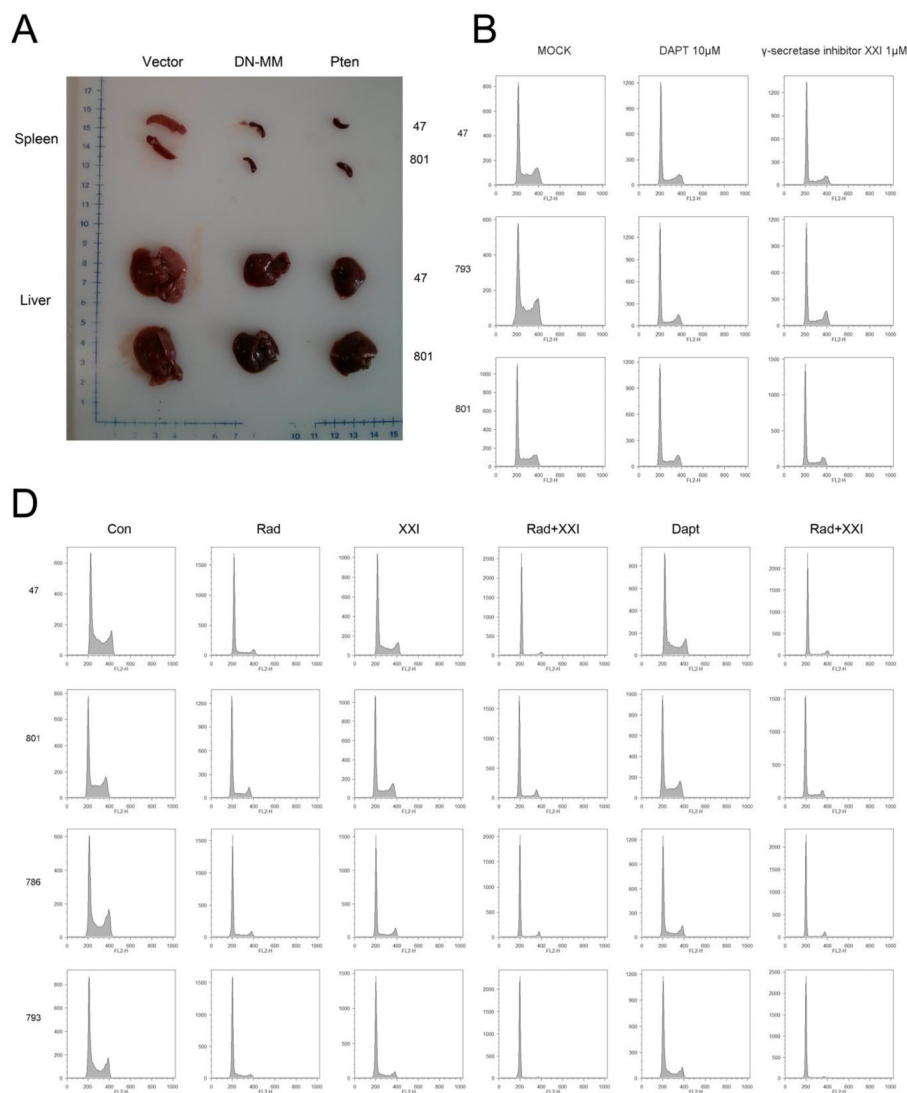

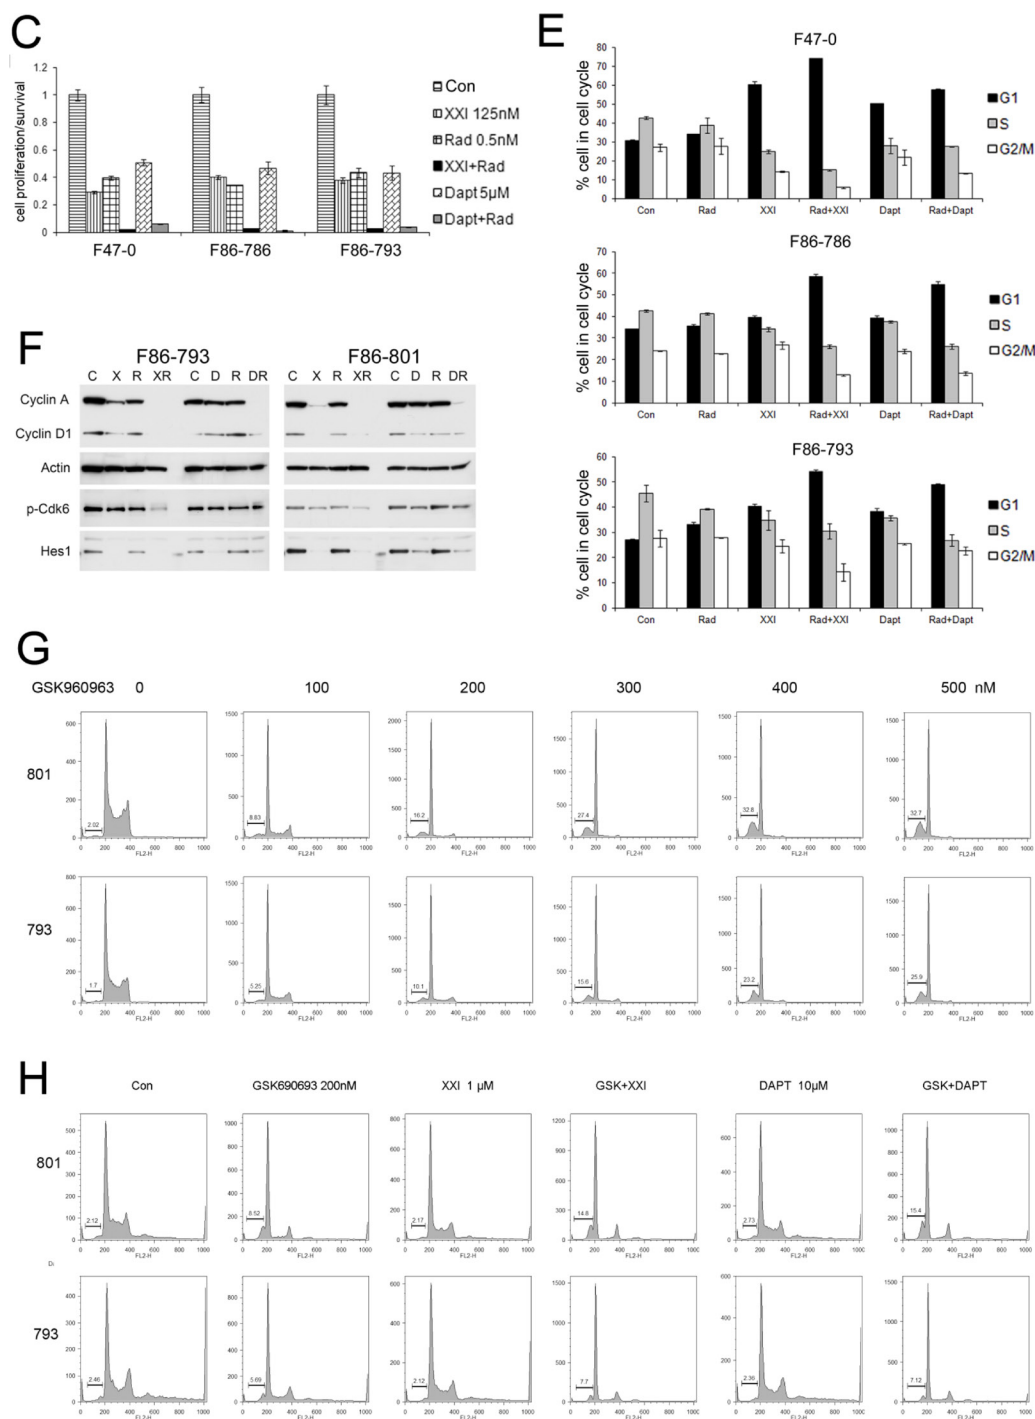

**Supplementary Figure 4: Cooperative signaling by activated Akt and Notch are essential to proliferation and survival of *Lck-Dlx5* lymphoma cells.** (A) Inhibition of Notch or Akt signaling suppresses the growth of *Dlx5* tumors *in vivo*. *Lck-Dlx5* lymphoma cells were transduced with the inhibitory *DN-MM* or *Pten*, inhibitors of Notch and Akt signaling, respectively. Stable cell lines were injected into NSG mice via tail vein, and liver and spleen were weighted and photographed after 2 weeks. (B) DAPT and  $\gamma$ -secretase inhibitor XXI trigger G1/S cell cycle arrest in *Lck-Dlx5* lymphoma cells. Logarithmically proliferating lymphoma cells were fixed with ice-cold 70% EtOH, stained with PI and analyzed by FACS. (C) MTS assay demonstrating that RAD001 markedly enhances effect of Notch inhibition on cell viability (D–E) RAD001 enhances the effect of XXI and DAPT. Results for three different *Lck-Dlx5* lymphoma cell lines are shown. (F) Cyclin A and cyclin D1 were greatly downregulated in *Lck-Dlx5* cells treated with RAD001 (R) together with XXI (X) or DAPT (D). (G) Akt inhibitor GSK690693 triggers apoptosis in *Lck-Dlx5* lymphoma cells. (H) Notch inhibition enhances the apoptotic effect of GSK690693.

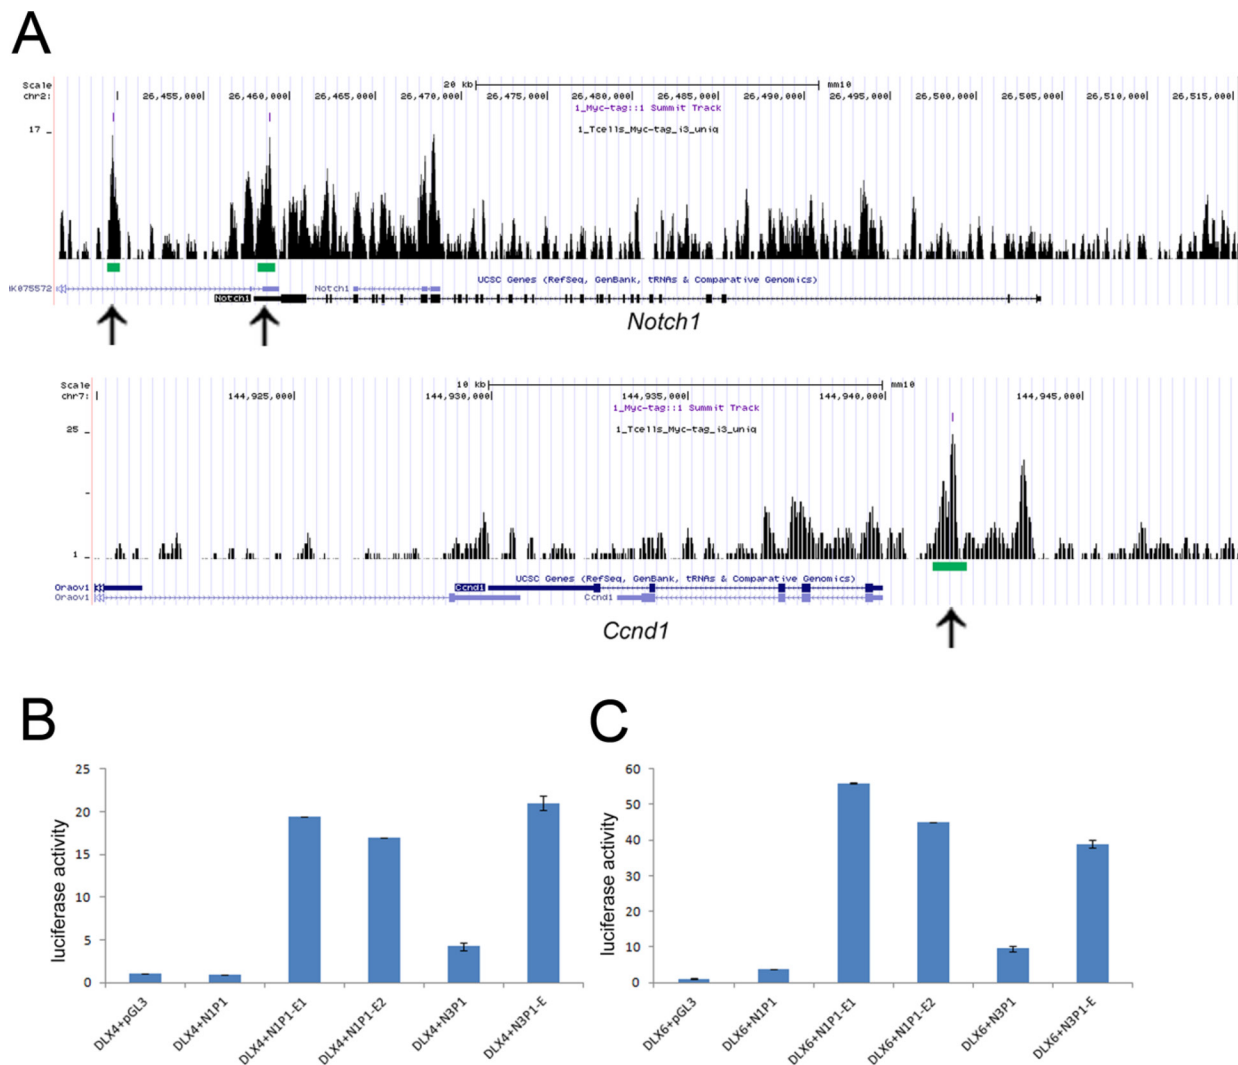

**Supplementary Figure 5: *Notch1* and *Notch3* genes are direct downstream targets of *Dlx* family members.** (A) ChIP-seq was used to discover *Dlx5* target genes. *Dlx5* was found to bind to promoter or enhancer regions of *Notch1* (MACS  $p$ -value  $-10 \times \text{LOG}_{10} = 118.69$  for downstream enhancer and MACS  $p$ -value  $-10 \times \text{LOG}_{10} = 80.56$  for in gene enhancer) and *Ccnd* (MACS  $p$ -value  $-10 \times \text{LOG}_{10} = 146.73$ ). (B) Like *DLX5*, *DLX4* (B) and *DLX6* (C) are capable of transactivating *Notch1* and *Notch3* via the identified enhancers as shown by luciferase reporter assay. N1P1 = *Notch1* promoter 1; E1 and E2 = *Notch1* enhancers; N3P1, *Notch3* promoter; E = *Notch3* enhancer.

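Notch1 spans 26457902 to 26503822 of chromosome 2 in mm10. The Myc-Tag interval inside the gene had its summit at 26458816, which is 914 bp from the gene end with the lower coordinate. The other interval had its summit at 26449696, outside the gene and 8206 bp below the same end. Both intervals overlapped the long noncoding RNA gene 0610009E02Rik (26445924 to 26459390). The nearest protein-coding gene to the outer summit was Sec16a, at a distance of 3403 bp. Although the deposited heights of both summits were equal, the widths of the intervals differed, at 1023 bp inside the gene and 785 bp outside. Ccnd1 spans 144929931 to 144939831 of chromosome 7. The summit of its interval, at 144941696, was 1865 bp beyond the gene end with the higher coordinate, so that the interval was not counted at Ccnd1 when the distance allowed was reduced from 10 kb to 1 kb. The interval overlapped no gene of the RefSeq table, and Ccnd1 was the protein-coding gene nearest to it.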

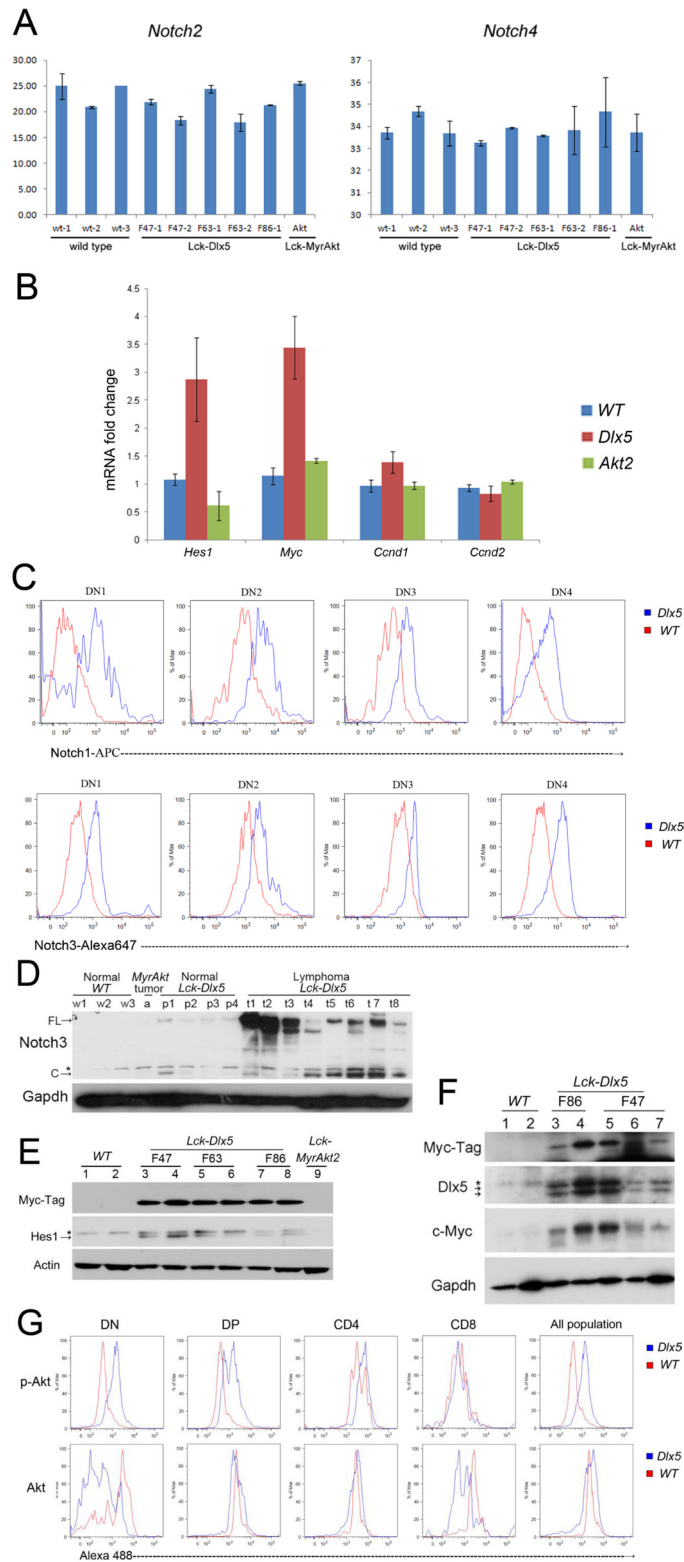

**Supplementary Figure 6: Dlx5 induces early alteration of Notch and Akt signaling during T-cell development.** (A) qPCR analysis of mRNA levels of *Notch2* and *Notch4* in benign (normal) thymic T cells from *Lck-Dlx5* mice and WT littermates. Note that unlike *Notch1* and *Notch3*, mRNA expression levels of *Notch2* and *Notch4* were not augmented in lymphomas from *Lck-Dlx5* mice. (B) qPCR analysis of mRNA levels of *Hes1*, *Myc*, *Cnd1* and *Cnd2* in normal T cells from *Lck-Dlx5* mice and WT littermates. (C) DN T-cells from *Lck-Dlx5* mice have elevated Notch1 and Notch3 protein levels. Normal thymic T cells from WT and *Lck-Dlx5* mice were stained with CD44, CD25 and Notch1-APC / Notch3-Alexa647 antibodies, and were analyzed by flow cytometry. Immunoblotting (D, E, F) of normal thymic T cells from *Lck-Dlx5* mice show increased expression of Notch3 in full length and truncated forms (D), Hes1 (E) and Myc (F) proteins. Asterisks in panels D, E and F represent non-specific bands. (G) Thymic T-cells from *Lck-Dlx5* mice have elevated Akt activation. Normal thymic T cells from WT mice and *Lck-Dlx5* transgenic mice were stained with CD4-Cy7APC, CD8-PE and p-Akt /Akt antibodies, then with Alexa488 labeled secondary antibody, and were analyzed by flow cytometry.

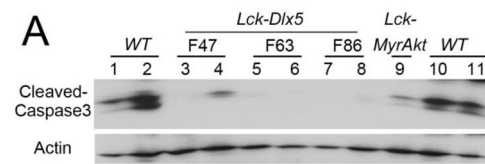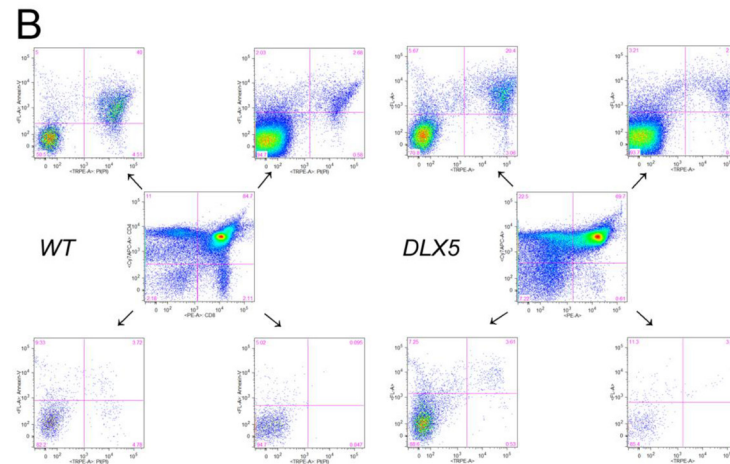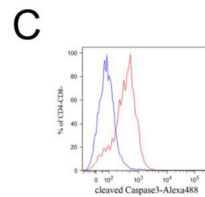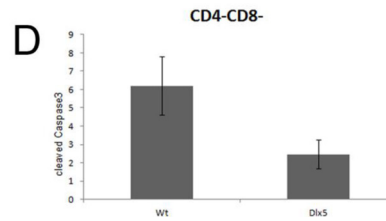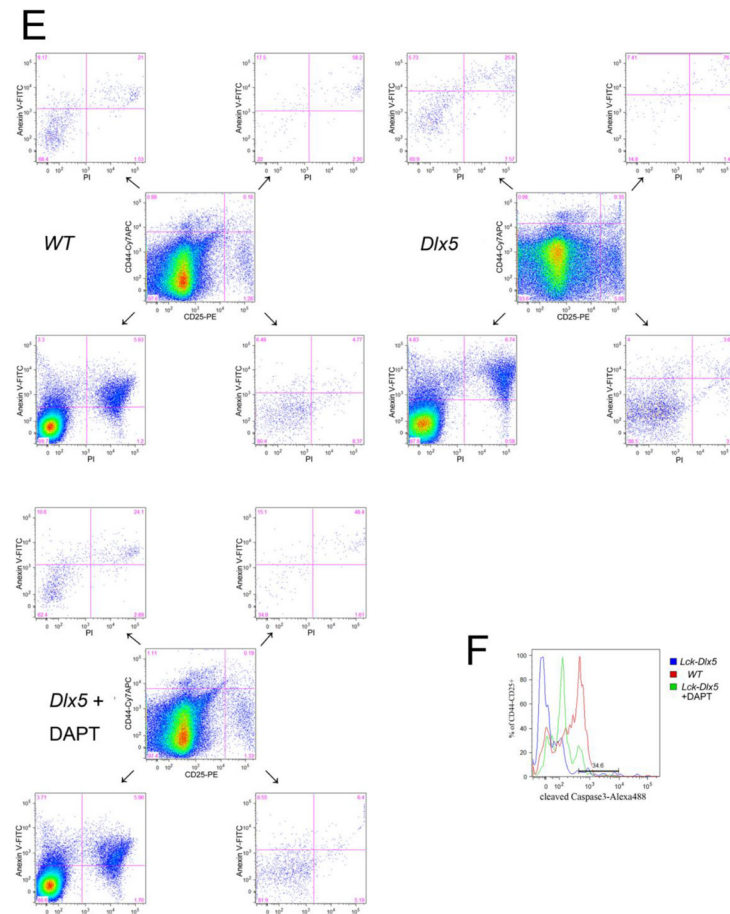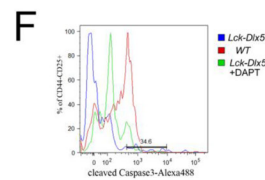

**Supplementary Figure 7: Dlx5 enhances cell survival signaling via Notch during  $\beta$ -selection.** (A) Thymic T cells from 5-week-old mice were harvested. Immunoblotting shows that normal T cells from *Lck-Dlx5* mice and *Lck-MyrAkt2* mice have less gross cleavage of Caspase3 compared to that of WT mice. (B) Representative FACS analysis of thymic T cells from *Lck-Dlx5* mice, which exhibit less apoptosis than those of WT mice. Normal thymic T cells were stained with CD4/CD8 antibody in combination with Annexin V-FITC/PI. In T cells from *Lck-Dlx5* mice, there is an increased CD4/CD8 DN population when compared to that of WT mice (7.22% vs. 2.18%, respectively, in this representative flow cytometric analysis); additionally, the cell survival percentage among DN thymocytes is modestly increased in *Lck-Dlx5* mice vs. in WT mice (88.6% vs. 82.2%, respectively). (C, D) Flow cytometry of thymic T cells stained with CD4/CD8 in (E) Normal T cells were stained with CD44/CD25 in combination with Annexin V-FITC and PI. In the DN3 population (CD44–CD25+ cells), thymocytes from *Lck-Dlx5* mice show increased cell survival compared to that of WT mice (88.5% vs. 80.4%, respectively), which was reversed by the administration of DAPT *in vivo* (81.9%). (F) T cells were stained with CD44/CD25 in combination with cleaved Caspase3-Alexa488 antibody. In CD44–CD25+ DN3 population, *Lck-Dlx5* cells have less Caspase3 cleavage, which was partially reversed by *in vivo* injection of DAPT.

**Supplementary Table 1: Karyotypic alterations identified in six cell lines derived from T-cell lymphomas of *Lck-Dlx5* mice**

| Cell line | Karyotypic alterations               |
|-----------|--------------------------------------|
| 86–7      | +15, t(2;6)(G2;E2)                   |
| 86–801    | +15, t(2;6) (T2;B3)                  |
| 86–786    | +15                                  |
| 86–793    | +15, dup(3)(E2;H4), +ins(6), ins(14) |
| 47–0      | +15, +14, –17                        |
| 47–918    | +15, +11                             |

**Supplementary Table 2: Sanger sequencing analysis of *Notch1* in cell lines derived from T-cell lymphomas of *Lck-Dlx5* mice. See Supplementary\_Table\_2**

# Supplementary material for: The homeoprotein Dlx5 drives murine T-cell lymphomagenesis by directly transactivating Notch and upregulating Akt signaling
**Source:** Oncotarget. 2017 Jan 21;8(9):14941–56. doi: 10.18632/oncotarget.14784
**Supplement:** Supplementary file 2

**Supplementary Table 2. Sanger sequencing analysis of *Notch1* in cell lines derived from T-cell lymphomas of *Lck-Dlx5* mice.**

| Cell line | Mutation |  | | Predicted consequence | |  |
| --- | --- | --- | --- | --- | --- | --- |
| F86-875 | CDS 7268 del CAGCAGTC^A^ |  | | nonsense mutation, truncated protein | | |
| F86-801 | CDS 6982-6990 insertion TATACTA^A^ | | | nonsense mutation, truncated protein | | |
| F86-786 | CDS 7081 ACG-ACA | |  | no change in aa sequence | |  |
| F86-793 | CDS 7083 ins A^A^ | |  | nonsense mutation, truncated protein | | |
| F86-1149 | CDS 5492 ACA-GCA^A^ | |  | missense Thr-Ala |  |  |
| F63-0 | CDS 7299 CGA-TGA^A^ | |  | nonsense mutation, truncated protein | | |
| F63-1263 | none | |  |  |  |  |
| F63-1210 | CDS 5002 CCT-CCC | |  | no change in aa sequence | |  |
| F47-0 | 5067 GGC-GCC^A^ | |  | missense Gly-Ala | |  |
| F47-1247 | none | |  |  |  |  |
| F47-918 | CDS 4720 CCT-CCC | |  | no change in aa sequence | |  |
| F84-1063 | CDS 7129 CAG-TAG^A^ | |  | nonsense mutation, truncated protein | | |
| F86-7 | CDS 7269-7276 deletion AGCAGTCT^A^ | |  | nonsense mutation, truncated protein | | |

^A^Activating mutation. Overall incidence of activating *Notch1* mutations was 61.5%.

**Oligos**

Cloning Myc-tagged full-length *Dlx5*

Forward: ATGACAGGAGTGTTTGACAGAAGA;

Reverse: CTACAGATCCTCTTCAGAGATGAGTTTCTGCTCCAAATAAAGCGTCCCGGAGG

Genotyping primers for *Lck-Dlx5* mice

For: ATGACAGGAGTGTTTGACAGAAGA;

Rev: ATGAAAAACGGGGAGATG

ShRNA sequence for Dlx5 knockdown

sh-1: GCGCAGCCAGCTCAATCAA

sh-2: TGAGGATGGTGAATGGTAA

sh-LacZ: GGATCAGT GCTGATTAAA.

*Notch1*

promoter cloning

F2536 AAACTTGACTTCAGCTGCTCC

F2609 TTCCTTTCCCACAAGACCC

F2201 TCGGACACAGCCAGGGAC

F2708 GCGCCAGCTCAAACTTTTGG

R3010 AGAGGCACTAGTGAGGCTCTG

R3160 TGATGCCCTCTTTCCTGGC

Notch1 enhancer A

cloning

F44498 GTATTGTTTTCTATGGCACTAGGG

R45526 CTAAGCCACAGTCTGACAGTCC

ChIP

| N1EA-F24768 | GCGTCACCTGGGATTTGCAGATG |
| --- | --- |
| N1EA-R24909 | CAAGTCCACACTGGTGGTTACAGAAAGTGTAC |
| N1EA-F25652 | GCAGTTGCCCACCTCCTCAGG |
| N1EA-R25752 | TCAACATCTTAGGATGCGTCTGGTCATATC |

Notch1 enhancer B

cloning

F53662 ACTGGAGCTGTGGACACTCTG

R54655 TCTGATAGCACCAGCATAGCAG

ChIP

| N1EB-F34080 | GCAGGGTATGCAACACCTGCACC |
| --- | --- |
| N1EB-R34201 | GAACGCTGCCAGCAGAGGGAG |
| N1EB-F34234 | TCCAGATGGCATTTGTGTCCATCCC |
| N1EB-F34342 | GAGTCATGTGGCTCTGGATCTAGTGAACC |

3C

| N1PromoterF4201ECORI30- | ATAGCCCCTTCCCGAGAACGG |
| --- | --- |
| N1PromoterF4201ECORI55 | TAAGATGGCGTGGGAGGGGC |
| N1Enhancer-AF12536ECORI55 | ATAGCTGGGTAGCTGCCTAGCCTCC |
| N1Enhancer-AF12536ECORI 35 | CTCCATATTGCTAAGACTCTGTCTCCCC |
| N1Enhancer-BR-14530ECORI30 | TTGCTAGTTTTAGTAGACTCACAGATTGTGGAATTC |
| N1Enhancer-BR-14530ECORI100 | CCAAGCAAAATGGGAACTTTCAGAAATT |
| N1Enhancer-BF-ECORI50 | TTCAACCCAATGCTCTCAGAATACTCAAC |
| N1Non-specificF-40KECORI48 | GAACTCGTCTCGAGGTGTTAACGTCC |
| N1Non-specificF-20K ECORI75 | CAACTAGGGCAGGTTCCCAGAAGC |
| N1Non-specificF-10K ECORI 55 | CAAGAGCTGAGGGGTCATTCAGTAGG |
| N1Non-specificF+40KECORI50 | CGCCAGCTGTGTCCTCTGTG |

*Notch3*

promoter cloning

F-2112 TCACCAACTCAGCCTAAGCC

F-1830 GGTGAGGACTGGAGATGTGG

F-1444 CCCTGGTCTCTGCATATGC

F-1042 TGTTTCAGTCCTTTGGTCTCC

F-580 AAGCACCTTTCCCTCTTCG

R+34 TCCCTCCTCCCTCTTTCC

enhancer cloning

F2681 CTGCTTGCCTGTGAGTGTCTG

R2823 GGGAAACACAAGAGGTTACCG

Enhancer ChIP

F2701 GTGAGTGTCTGGCCCAGCGC

R2800 AGCCACACACATGGAGGAAGTGATACC

Enhancer 3C

| N3PromoterF-1061BAMH135 | CAACTGACCTCAAACTAAGGCTGAGGTG |
| --- | --- |
| N3PromoterR-1131BAMH135 | CATCCCTTATAGCTTCTTTGTGGACCG |
| N3EnhancerF-7786BAMH170 | TAGGGTGACGCTAAGAAATGAGTCACC |
| N3EnhancerR-3871BAMH170 | GAAGCTGGAGATGAGCACGTGG |
| N3Non-specificF-20KBAMH160 | GTTGGGTGGGCTGCACAGTG |
| N3Non-specificF-10KBAMH160 | GTCCTGAGTTCAATTCCCAGCAACC |

Real-time PCR

| Notch1F352  Notch1R471  Notch3F340 | ACCTGCCTGAATGGAGGGAGGTA TTACACGGTGTGCTGAGGCAAGG GCCAGAGTTCAGTGGTGGCGG |
| --- | --- |
| Notch3R462 | AGGGGGCACCATGAACACAGG |
| Irs2f3891 | TGCCCTCTGCCAGCACCTATGC |
| Irs2r3986 | CGATGGGGCTGGTAGCGCTTC |
| Ctnnb1-F268 | CAAGTCCTTTATGAATGGGAGCAAGGC |
| Ctnnb1-R386 | AACATGGCAGCTCGGACCC |
| Ppib-F572 | ACCTCCTGGCTGGATGGCAAG |
| Ppib-R686 | ATCCTTCAGTGGCTTGTCCCGG |

How the deposited data were processed for this re-analysis (not part of the article)

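The data are ChIP-seq peak calls from a Lck-Dlx5 T-cell lymphoma. The series has 2 samples, a Myc-Tag ChIP and an input, with 1 library each and no replicates. The paper's methods give the material as a Lck-Dlx5 lymphoma cell line and the control as IgG, whereas the sample labels give a primary tumor and an input. The samples were mapped by what both share, the Myc-Tag ChIP of a Lck-Dlx5 lymphoma. The expression arrays of the paper were not analysed here.

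The authors deposited 5 browser tracks in 1 table: the summits and the intervals of each library, and a list of active regions. The methods state that Active Motif performed and analyzed the ChIP-seq, that an Illumina GA II was used and that peaks were called by MACS p-value. The aligner, the MACS version, the control used for calling, the p-value threshold and the read extension are not named in the paper's text. The value deposited with each summit is a score, the height of the peak, given as a whole number whose normalization is not stated. The interval and active region tracks carry names in place of a score. The build is mm10, as written on the browser view of Supplementary Figure 5A. Of the 3477 Myc-Tag summits, 3329 lay on a multiple of 16 bp, so summit positions are not exact to the base. Intervals are printed with starts counted from 1, and summits as deposited.

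Each summit was joined to the interval that holds it. Genes were taken from the RefSeq table of GRCm38.p6, which has the coordinates of mm10 but no strand. A gene was counted as having a peak when an interval overlapped its body or the 10 kb on either side by at least 1 bp. Notch1, Notch3, Irs2 and Ccnd1, and 22 other mouse genes named in the article, were set before the data were examined. The protein-coding genes nearest to the 10 tallest summits were also reported, and which genes these are follows from the data. The same holds for other genes named because they overlap or lie near an interval. The result for 1 of the genes named in the article is not reported here. Distances to gene ends were measured from the summit to the nearest end, of either kind, of a protein-coding gene. Random sets placed each interval on its own chromosome with its own width, between the first and last annotated gene, 1000 times with a fixed seed. Densities per Mb used the same span as the length of a chromosome. Shares have 95% Wilson intervals, counts have exact 95% Poisson intervals, and the ratio of densities has an exact 95% binomial interval. All of these cover counting error only. Peaks of 1 library are not replicates, so no p-value was computed between conditions, and percentiles among random sets describe this library. Read totals were not analysed here, so the depth is unknown and no interval was given for a height. Where no interval was called, binding below the calling threshold cannot be excluded.

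The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. With 3477 simulated peaks and a true share of 42.7% near a gene end, 43.1% was recovered. Chromosome 15 was also simulated at 2 times the density of the other autosomes. The mean ratio recovered in 200 simulations was 2.00, and 191 of the intervals covered the true value. The other autosomes all had the same simulated density, whereas they ranged from 0.939 to 2.34 per Mb in the data. This coverage therefore holds for counting error only.

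Alternatives were stricter thresholds on the score, other distances from genes, merging of intervals closer than 10 kb, another gene set and another minimum overlap. Genome sequence was not used here. The planned counts of the TAATT motif, their background, the share of repeats and the placing of primers by sequence were therefore not run. The test of transcription starts was run on gene ends of either kind, because strand was not used here.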

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

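The density of chromosome 15 and the report on Notch2 were planned, and all other tests in this part were chosen after the results they bear on were seen. The paper does not report on any of these intervals or genes as ChIP-seq results.

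Chromosome 15 carried 263 Myc-Tag intervals, 1.86 times as many per Mb as the other autosomes together (exact 95% interval 1.63 to 2.10). It had 2.53 per Mb, and the other autosomes ranged from 0.939 to 2.34, a spread that the 95% interval does not cover. Gene density as the whole cause was argued against, since chromosome 15 had 33.9 intervals per 100 protein-coding genes and no other autosome had more than 19.6. A single amplified segment was also argued against. All 10 full segments of 10 Mb had more intervals per 100 genes than the 16.0 of the other autosomes together, from 18.8 to 56.1. The median summit height was 18 on chromosome 15 against 15 to 16 on the other autosomes, and the median width was 1017 bp against 691.5 to 789 bp. By segment, the median height was above that of every other autosome in 6 of the 10 (range 14 to 21) and the median width in 9 of the 10, and some segments held few intervals. The greater height and width over the chromosome as a whole are consistent with extra copies of it, and the paper lists trisomy 15 in each of the lymphoma lines it karyotyped (Supplementary Table 1). Under this hypothesis, chromosome 15 sites pass the calling threshold at a lower true enrichment. A higher binding of Dlx5 on this chromosome stays open and was not tested. None of the intervals at Notch1, Notch3, Irs2 and Ccnd1 lies on chromosome 15.

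Chromosome X carried 23 intervals, or 2.38 per 100 protein-coding genes (exact 95% Poisson interval 1.51 to 3.57). Gene density was argued against, since the lowest autosome had 10.3. A single copy of chromosome X, as in cells of a male mouse, is a candidate explanation. If heights on X were reduced to those of a single copy, only sites that would reach 22 on an autosome would pass a height of 11, the 5th percentile of all summits. Of the intervals on the autosomes other than 15 that were not called in the input, 14.1% reached 22. Applied to the 16.0 per 100 genes of all intervals on these autosomes, this share gives 2.26 per 100 genes. With the lowest height called, 9, in place of 11, the expected number was 5.04. The median height of the 23 intervals called on X was 15, within the 15 to 16 of the autosomes other than 15. The called heights thus showed no reduction on X. Sites below the calling threshold are not listed, and the median that a single copy would give was not computed, so this does not decide on a single copy. Chromosome Y carried 1 Myc-Tag interval, from 90812086 to 90813302 with a summit height of 18, which overlapped no gene of the RefSeq table. Whether its sequence is shared with chromosome X was not examined, so it does not settle whether the cells were male. The expectation depends on a threshold that is not known, and the sex of the animal was not used here, so a single copy and a lower activity of genes on X cannot be told apart.

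The 28 intervals called in both libraries had heights in the Myc-Tag ChIP from 1.17 to 3.00 times those in the input, with a median of 1.93. Across these intervals the log2 heights rose together, with Pearson's r = 0.935 and Spearman's rho = 0.908. Both permutation p-values were 1e-05, the smallest that 100000 permutations can give, and this was the only correlation computed. Without the 2 intervals farthest from the median input height, r was 0.905. Intervals on 1 genome are not independent replicates. The tallest, with 301 in the Myc-Tag ChIP and 164 in the input, lies on chromosome 17 from 39842875 to 39848926 and overlaps the ribosomal RNA gene copy Rn18s-rs5. The relation is consistent with sequence that is over-represented in both libraries, such as repeats, and the heights give no sign of how much of the signal there is due to Dlx5. On chromosome 15 there were 5 of the 28.

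Among 76 ribosomal protein genes, 41 (53.9%) had a summit within 1 kb of an end, against 2354 of all 21887 protein-coding genes (10.8%). The largest share among 10000 random lists of 76 protein-coding genes was 27.6%. None of the 1110 olfactory receptor genes had one, which allows a share of up to 0.270%. The difference is consistent with the hypothesis that many peaks follow actively transcribed genes. Whether Dlx5 binds there or any immunoprecipitation recovers such open chromatin cannot be told apart. Of the 47 intervals at ribosomal protein genes, 0 were also called in the input. Their tallest summit was 30, and of all 3332 Myc-Tag intervals up to that height only 2 were called in the input, so the absence of calls does not decide on open chromatin recovered in any library. An IgG library was not analysed here.

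Of the 63 histone genes in the clusters on chromosomes 13 and 3, 49 (77.8%) had a summit within 1 kb of an end. The paper reports enhanced expression of histone cluster genes in Lck-Dlx5 lymphomas relative to Lck-MyrAkt2 lymphomas from its arrays (Figure 2B). A count inflated by neighbouring genes that share peaks was argued against. The genes were served by 43 separate intervals, and on chromosome 13 41 of 53 histone genes had one (77.4%), while the best of 20732 other runs of 53 neighbouring genes reached 54.7%. Near-identical gene copies, which could gather reads in any library, stay open. The number of histone intervals also called in the input was 0. Of all 3465 Myc-Tag intervals up to the tallest histone summit, 73, only 16 were called in the input, so this absence does not decide either. Active transcription of histone genes in dividing cells stays open and was not tested.

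Notch2 had a Myc-Tag interval on chromosome 3 from 98013145 to 98013922. The summit height was 17, above the 16 of Notch1 and the 11 of Notch3 in the same library, and the summit lay 66 bp outside the gene end with the lower coordinate. The interval was not called in the input. Only 2 of the 3332 Myc-Tag intervals up to a height of 30 were, so this does not decide on specific binding. The paper reports that Notch2 mRNA was not altered in the samples tested (Supplementary Figure 6A), and also that the only Lck-Dlx5 tumor without overexpression of Notch1 and Notch3 had upregulated Notch2. The heights come from a single library, so the difference from Notch1 and Notch3 was not tested, and no technical or biological explanation was tested.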

How the results depend on the processing

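The alternatives were planned, except those that left out the intervals called in the input, left out chromosome 15, or used genes in place of Mb, which were chosen after seeing the data. Of 22 comparisons with an alternative, 13 gave a count within 1.5 times that reported, or a value inside its 95% interval, and 9 moved beyond that.

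The counts that moved came from a stricter threshold on the summit height. With summits at or above the median height of 16, 1739 intervals were left in place of 3477, and 2 of the 4 genes Notch1, Notch3, Irs2 and Ccnd1 had a peak, namely Notch1 and Ccnd1. With heights of at least 19, 975 intervals were left and 1 gene, Ccnd1, had a peak. Fewer intervals follow from the construction of these alternatives. Allowing 1 kb in place of 10 kb around a gene left 3 of the 4 genes, without Ccnd1, and left Notch1 with 1 of its 2 intervals, while the paper describes 2 Notch1 elements. Allowing 50 kb kept all 4 genes and gave 3 intervals at Notch1 and 2 at Notch3. Requiring 50% of the interval inside the region changed neither the genes nor their numbers of intervals.

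The share of summits within 1 kb of a gene end stayed between 56.9% and 58.8% with both height thresholds, without the intervals called in the input and without chromosome 15. It moved to 64.1% with the ends of all annotated genes and to 73.5% within 5 kb, both of which follow from the wider definition. Each of these shares was above all 1000 random sets, which were not matched for open chromatin. The density on chromosome 15 relative to the other autosomes was 1.80 with intervals closer than 10 kb merged and 1.83 without the intervals called in the input, both inside the 95% interval of the value reported. It moved to 2.11 per protein-coding gene, to 2.83 at or above the median height and to 3.51 at heights of at least 19, and the cause was not tested.

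No paired analysis was possible because each group has 1 library. For the same reason, no replicate was left out. The alternatives for the TAATT motif, the background windows, the share of repeats and the non-repeat length of chromosome 15, and the one that needs upstream and downstream sides of a gene, were not run, since genome sequence and strand were not used here. Read depth limits all results on absence. A gene without an interval is a gene where none was called.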

Other observations

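The overlap with the cloned fragments was planned, and the tests of how the primers are numbered were chosen after the summits were seen.

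Among the other genes named in the article, Hes1, Notch2, Jak3, Ikzf1, Tcrb and Tcra were among those with a Myc-Tag interval in their body or within 10 kb. At Hes1 the summit height was 14 and the summit lay inside the gene. The interval counted at Jak3, with a height of 14, lay 4767 bp outside that gene and overlapped Unc13a. Ikzf1 had 2 intervals, with heights of 25 and 14. The Tcrb interval had a height of 17 and the Tcra interval a height of 19. Genes without an interval by this rule included Myc, whose nearest summit was 222 kb away, Notch4, Dlx5, Dlx1, Ptk2, Ccnd2, Irs1 and Akt2. The nearest summit was 10.9 kb from Dlx1, 14.9 kb from Notch4 and 48.3 kb from Akt2, so their absence depends on the distance of 10 kb. For a gene without an interval, binding in its body or within 10 kb was not detectable at the calling threshold.

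The 10 tallest summits had as their nearest protein-coding genes Esp38, Axin2, Ly6c2, Gm2244, Pex2, Lrrc4c (for 2 summits), Cdk8, Alkbh8 and Csf2ra. Only the summit at Cdk8 lay inside the gene, and the others were between 17415 and 1032136 bp away. All 10 were also called in the input.

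The supplementary oligonucleotide list names the cloning primers of the enhancer fragments with numbers whose origin it does not state. A hypothesis is that the numbers of the cloning primers count base pairs from the gene end with the higher coordinate. Read in this way, the Notch1 enhancer A fragment was 1029 bp long, the Notch1 enhancer B fragment 994 bp and the Notch3 enhancer fragment 143 bp. The Myc-Tag summits, at 45006, 54126 and 2784 bp from that end, lay inside all 3 fragments. Their distances from the middle of the fragment were 6 bp, 32.5 bp and 32 bp. Counted from the other gene end, 0 of the 3 summits lay inside. The values are consistent with fragments chosen around the summits. The intervals covered 84.7%, 79.0% and 100% of the fragments, so all 3 overlaps also held with at least 50% of a fragment covered. The same reading was argued against for the ChIP primers of the Notch1 enhancers in the list. The Notch1 summits lay outside all 4 of their amplicons, by 19254 to 20097 bp, while the Notch3 summit lay inside its amplicon. The numbers in the list therefore do not all share this origin, and the reading of the cloning primers stays a hypothesis. The primers were not placed by sequence.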
